# Protamine-2 Deficiency Initiates a Reactive Oxygen Species (ROS)-Mediated Destruction Cascade during Epididymal Sperm Maturation in Mice

**DOI:** 10.3390/cells9081789

**Published:** 2020-07-27

**Authors:** Simon Schneider, Farhad Shakeri, Christian Trötschel, Lena Arévalo, Alexander Kruse, Andreas Buness, Ansgar Poetsch, Klaus Steger, Hubert Schorle

**Keywords:** protamines, sperm, infertility, ROS

## Abstract

Protamines are the safeguards of the paternal sperm genome. They replace most of the histones during spermiogenesis, resulting in DNA hypercondensation, thereby protecting its genome from environmental noxa. Impaired protamination has been linked to male infertility in mice and humans in many studies. Apart from impaired DNA integrity, protamine-deficient human and murine sperm show multiple secondary effects, including decreased motility and aberrant head morphology. In this study, we use a Protamine*-2* (*Prm2*)-deficient mouse model in combination with label-free quantitative proteomics to decipher the underlying molecular processes of these effects. We show that loss of the sperm’s antioxidant capacity, indicated by downregulation of key proteins like Superoxide dismutase type 1 (SOD1) and Peroxiredoxin 5 (PRDX5), ultimately initiates an oxidative stress-mediated destruction cascade during epididymal sperm maturation. This is confirmed by an increased level of 8-OHdG in epididymal sperm, a biomarker for oxidative stress-mediated DNA damage. *Prm2*-deficient testicular sperm are not affected and initiate the proper development of blastocyst stage preimplantation embryos in vitro upon intracytoplasmic sperm injection (ICSI) into oocytes. Our results provide new insight into the role of *Prm2* and its downstream molecular effects on sperm function and present an important contribution to the investigation of new treatment regimens for infertile men with impaired protamination.

## 1. Introduction

Male fertility relies on the tightly regulated differentiation of spermatogonial stem cells into flagellated sperm within the seminiferous epithelium of the testis. During spermatogenesis, a series of mitotic and meiotic divisions results in the formation of haploid, round spermatids. Extensive cytological remodeling during spermiogenesis generates the characteristic, species-specific sperm morphology. Canonical histones are replaced by testis-specific histone variants and transition proteins, which finally guide the deposition of protamines into the DNA [1]. This induces a conformational change from a nucleosomal into a toroidal chromatin structure, with few remaining histone solenoid structures, thereby conferring DNA hypercondensation [2,3]. Chromatin remodeling is pivotal for sperm function as it is supposed to protect the paternal genome from environmental noxa, to induce a transcriptionally quiescent state and to contribute to the hydrodynamic shape of the sperm head [4].

Protamines are characterized by a high content of arginine- and cysteine-rich domains. While positively charged arginine residues mediate binding to the negatively charged DNA, alternating cysteine residues mediate the formation of intra- and intermolecular disulfide bridges, thereby strengthening DNA compaction [5,6]. In humans and many rodents two protamines, Protamine-1 (Prm1) and Protamine-2 (Prm2) are expressed in species-specific ratios [7]. Aberrations of the ratio have been correlated with subfertility in men in many studies [8,9,10,11,12,13,14,15,16]. Apart from defects in DNA hypercondensation, impaired protamination was additionally correlated with increased DNA damage, reduced sperm motility, decreased viability and acrosomal malformations [17,18,19,20,21,22]. In consequence, infertile men with irregular protamination show decreased fertilization rates in ART (Assisted Reproductive Technologies) programs [23,24,25].

Since cell culture models for human spermatogenesis are scarce and inefficient, mouse models have contributed to a broader understanding of protamine function. Several knockout studies for both, *Prm1* as well as *Prm2,* have shown that both isoforms are indispensable for male fertility in mice as well [26,27,28,29]. Similar to human sperm, impaired protamination was linked to faulty DNA compaction and increased DNA fragmentation. Further, sperm displayed secondary defects like a decline in motility and morphological abnormalities.

In this study, we used a *Prm2*-deficient mouse model established by us to study the molecular origin of these defects using sperm proteomics.

## 2. Materials and Methods

### 2.1. Animals

All animal experiments were conducted according to German law of animal protection and in agreement with the approval of the local institutional animal care committees (Landesamt für Natur, Umwelt und Verbraucherschutz, North Rhine-Westphalia, Germany, approval ID: AZ84-02.04.2013.A429, approved: 13.02.2014). *Prm2*-deficient mice (MGI: 5760133; 5770554) were generated and characterized as published previously [29].

### 2.2. Protein Isolation from Tissue

Fresh tissue samples were taken up in RIPA buffer (Cell Signaling Technology, Cambridge, UK) supplemented with protease inhibitor cocktail (cOmplete™ ULTRA, Roche, Basel, Switzerland) and minced in a glass dounce homogenizer. Samples were sonicated (Bioruptor, Diagenode, Seraing, Belgium) for 5 min at 30 s intervals after incubation on ice for 15 min. Cell debris was removed by centrifugation (20,800× *g*, 30 min, 4 °C). Protein concentrations were quantified using the Pierce™ BCA Protein Assay Kit (Thermo Fisher Scientific, Waltham, MA, USA).

### 2.3. Protein Isolation from Sperm

Isolated sperm were washed once with PBS containing protease inhibitors and pelleted by centrifugation (800 g, 7 min, RT). Next, sperm were dissolved in H_2_O supplemented with protease inhibitors to induce lysis of contaminating non-sperm cells (e.g., blood cells) by hypotonic shock. Sperm pellets were dissolved in RIPA buffer (Cell Signaling Technology, 10 µL per 1 × 10^6^ sperm) supplemented with protease inhibitor cocktail and 100 mM DTT. Following incubation on ice for 30 min, samples were sonified for 5 min in 30 s intervals using a Bioruptor sonication device (Diagenode, Seraing, Belgium). Samples were diluted in Roti^®^-Load 1 and boiled at 95°C for 5 min. Cell debris was removed by centrifugation (20,800× *g*, 4 °C). Protein concentrations were quantified using the Pierce 660 nm Protein Assay Reagent supplemented with Ionic Detergent Compatibility Reagent according to the 96-well microplate procedure of the manufacturer’s protocol assay (Thermo Fisher Scientific).

### 2.4. Immunoblotting

Protein lysates were separated on 12% SDS polyacrylamide gels and transferred to PVDF membranes using the Trans-Blot Turbo System (BioRad, Feldkirchen, Germany). Equal protein loading and successful blotting was verified by Coomassie Brilliant Blue staining. Membranes were blocked in 5% non-fat dry milk powder in phosphate buffered saline with 1% Tween20 (PBS-T) for 1.5 h at room temperature. Primary and secondary antibodies were diluted in blocking solution as specified in Table 1 and incubated at 4°C overnight and 1 h at room temperature, respectively. Following incubation with Pierce Super Signal West Pico chemiluminescent substrate (Perbio, Bonn, Germany), chemiluminescent signals were detected with ChemiDocMP Imaging system (BioRad).

### 2.5. Mass Spectrometry

Following separation of protein extracts by SDS-PAGE, protein gels were shortly washed with _dd_H_2_O and stained with colloidal Coomassie overnight at RT. Gels were washed twice with 1% (*v*/*v*) acetate in _dd_H_2_O and protein lanes were cut into 12 fractions according to their molecular weight. Each fraction was further chopped into squares of around 1 mm^2^, transferred to protein low-binding tubes and fixed with 150 µl 50% (*v*/*v*) MeOH. The fixation solution was replaced by 150 µL destaining solution, followed by incubation for 20 min at 37°C under vigorous shaking. The destaining step was repeated 2–3× until gel pieces appeared clear and gel slices were dried in a vacuum centrifuge. In-gel digestion of proteins was performed with trypsin solution followed by separation of peptides by liquid chromatography (LC) in a gradient using HSS-T3 analytical columns (1.8 µm particle, 75 µm × 150 mm) in combination with the nanoAcquity LC pump system. Peptides were analyzed on a LTQ Orbitrap Elite mass spectrometer (Thermo Fisher) as described [30] and raw data were processed with Proteome Discoverer software version 2.3.0.523 (Thermo Fisher).

Peptide identification was done with an in-house Mascot server version 2.6.1 (Matrix Science Ltd., London, UK). MS data were searched against the mouse reference proteome from Uniprot (2019/05) and a contaminants database (cRAP) [31]. Precursor ion m/z tolerance was 10 ppm, fragment ion tolerance 0.5 Da. Tryptic peptides with up to two missed cleavage were searched. Propionamidylation of cysteines was set as static modification. Oxidation (Met) and acetylation (protein N-termini) were allowed as dynamic modification. Mascot results were evaluated by the Percolator algorithm [32] version 3.02.1 as implemented in Proteome Discoverer. Spectra with identifications above q-value 0.01 were sent to a second round of database search with semi-tryptic enzyme specificity (one missed cleavage allowed). Propionamide and carbamidomethyl were set as additional dynamic cysteine modification. 362,449 peptide spectrum matches (PSMs) were identified with high confidence out of 1,789,702 spectra. 26,084 peptide groups of 7,432 proteins were included. These were assigned to 3,046 distinguishable protein groups. 2,591,992 features were considered for quantification. Actual FDR values of the whole dataset were 0.4%, 1.0%, and 7.3% for PSMs, peptides, and proteins, respectively.

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE [33] partner repository with the dataset identifier PXD018843 and 10.6019/PXD018843.

Protein quantification and statistical evaluation were performed in R environment (version 3.5.2 [34] on the PSM level data, exported from Protein Discoverer. First, low quality data, including ambiguous peptides matching to more than one protein and proteins detected by a single peptide only were removed from the dataset. Next, the data were variance-stabilized and transformed using Variance Stabilizing Normalization (VSN) [35]. Protein abundances were calculated for each replicate by summarizing measurements of all peptides linked to the respective protein using Tukey’s median polish procedure. To decipher the overall structure within the dataset, PCA analysis was performed using the R-package FactoMineR [36]. For statistical analyses, comparative analyses between different sample groups were performed using moderated t-test from the R-package Limma (version 3.40.2) [37]. The resulting p-values were adjusted for multiple testing using the Benjamini-Hochberg method. Proteins with a false discovery rate (FDR) smaller than 0.05 and an absolute fold-change greater than 1 were considered to be significantly differentially regulated. Plots and heatmaps were generated utilizing the published R-packages ggplot2 and Complex heatmaps [38,39].

### 2.6. Immunohistochemistry

Dissected tissues were fixed in Bouin’s solution at 4°C overnight and processed in paraffin wax. Sections of 3 µm thickness were obtained on glass slides, deparaffinized, rehydrated and treated with decondensing buffer (25 mM DTT, 0.2% (*v*/*v*) Triton x-100 and 200 i.U./mL heparin in PBS) for 1 min at 37°C to increase antigen accessibility. Sections were further processed in the Lab Vision PT module (Thermo Fisher Scientific) and Autostainer 480S (Medac, Hamburg, Germany) as published previously [40]. The primary antibody against 8-OHdG (clone 15A3, Santa Cruz Biotechnology, Dallas, TX, USA) was used at a dilution of 1:200.

### 2.7. Enzyme-Linked Immunosorbent Assay (ELISA)

8-OHdG levels were quantified in DNA of epididymal sperm, which was isolated by phenol/chloroform extraction as published elsewhere [41]. ELISA was performed according to the manufacturer`s instructions of the Oxiselect^TM^ Oxidative DNA Damage ELISA Kit (STA-320, Cell Biolabs Inc., Cologne, Germany), including pretreatment of DNA with Nuclease P1 (N8630, Sigma-Aldrich/Merck, Darmstadt, Germany) and alkaline phosphatase (Sigma-Aldrich/Merck). 3 µg of DNA were used as input. The primary antibody (8-OHdG) was used at a dilution of 1:500 and the secondary antibody at a dilution of 1:1000. Absorbance was recorded at 450 nm (Multiskan GO 1510, Thermo Fisher) and interpreted with Curve Expert 1.4 (Hyams Development, www.curveexpert.net). Statistical analysis was performed with GraphPad Prism 8 (GraphPad Software, San Diego, CA, USA).

### 2.8. Sperm Vitality Assessment

Sperm vitality was analyzed by eosin-nigrosin staining and hypoosmotic swelling test as published elsewhere [42].

### 2.9. Periodic Acid Schiff Staining (PAS)

Bouin’s fixed testicular tissue sections were deparaffinized, re-hydrated and incubated with periodic acid (0.5% in H_2_O) for 10 min. Slides were rinsed with H_2_O and treated with Schiff reagent for 20 min. Finally, slides were washed with H_2_O for 7 min, counterstained with Haemalaun, dehydrated and mounted with a coverslip.

### 2.10. Sperm Nuclear Morphology Analysis

For testicular sperm, 5 µm thick testicular cross sections were stained with Mayer’s Haemalum solution (Merck) and mounted with Dako Faramount Aqueous Mounting Medium (Dako, Carpinteria, CA, USA). Digital photographs of elongating and elongated spermatids were taken at 400x magnification. Spermatid length and width were determined using a macro written for ImageJ, which can be made available upon request.

Epididymal sperm were analyzed using the ImageJ plugin “Nuclear morphology analysis v1.14.1” according to the developers instructions [43]. Briefly, isolated sperm were pelleted by centrifugation (500 g, 5 min, RT) and fixed by dropwise addition of methanol:acetic acid (3:1, (*v*/*v*)). Samples were washed three times with fixative, spread on glass slides, air-dried and mounted with ROTI^®^Mount FluorCare DAPI (Carl Roth, Karlsruhe, Germany). Sperm heads were imaged under oil immersion at 100-fold magnification using an epifluorescence microscope (DM5500B, Leica, Wetzlar, Germany) equipped with a 3CCD-camera (KY-F75U, JVC, Yokohama, Japan). At least 140 sperm heads from three biological replicates each were included into the analysis.

### 2.11. RNAseq Analysis

Total RNA was extracted from testicular tissue after removal of the *tunica albuginea* using TRIzol™ reagent according to the manufacturer’s protocol (Thermo Fisher Scientific). RNA integrity (RIN) was determined using the RNA Nano 6000 Assay Kit with the Agilent Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA). RIN values ranged from 8.2–10 for all samples. RNA sample quality control and library preparation were performed by the University of Bonn Core facility for Next Generation Sequencing (NGS), using the QuantSeq 3´-mRNA Library Prep (Lexogen, Greenland, NH, USA). RNAseq was performed on the Illumina HiSeq 2500 V4 platform, producing >10 million, 50 bp 3′-end reads per sample.

All reads were mapped to the mouse genome (GRCm38.89) using HISAT2 2.1 [44]. Transcripts were quantified and annotated using StringTie 1.3.3 [45]. Gene annotation information for the mouse genome was retrieved from the Ensembl FTP server (ftp://ftp.ensembl.org) (GRCm38.89). The python script (preDE.py) included in the StringTie package was used to prepare gene-level count matrices for analysis of differential gene expression (DE).

DE was tested with DESeq2 1.16.1 [46]. Pseudogenes were removed from the count matrices based on “biotype” annotation information extracted from Biomart (R-package biomaRt, [47]). Low counts were removed by the independent filtering process, implemented in DESeq2 [48]. The adjusted p-value (Benjamini-Hochberg method) cutoff for DE was set at <0.05, log_2_ fold change of expression (LFC) cutoff was set at >0.5.

We performed GO term and pathway overrepresentation analyses on relevant lists of genes from DE and co-expression analyses using the PANTHER gene list analysis tool with Fisher’s exact test and FDR correction [49]. We tested for overrepresentation based on the GO annotation database (Biological Processes) (released 2 February 2019, [50]) and the Reactome pathway database (version 58 [51]). The RNAseq data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [52] and are accessible through GEO Series accession number GSE149454.

### 2.12. Intracytoplasmatic Sperm Injection (ICSI)

B6D2F1 females were superovulated by intraperitoneal injection of 5 i.U. Pregnant Mare Serum (PMS) and human Chorionic Gonadotropin (hCG). Oocytes were isolated from the oviducts 15 h after the last hormone injection and freed from cumulus cells by treatment with hyaluronidase. Testicular sperm were isolated from 8–13 week-old males as described [53]. Briefly, after removal of the tunica albuginea, testes were placed into 1% (*m*/*v*) PVP solution (P5288, Sigma) and cut into minute pieces. One part of the testicular suspension was throughout mixed with two parts 12% PVP solution and incubated at 16 °C until injection.

ICSI was performed at 17 °C using an inverted microscope (Leica, Wetzlar, Germany) equipped with micromanipulators (Narishige, Tokyo, Japan) and a piezo element (Eppendorf, Hamburg, Germany). Injection capillaries (PIEZO 8-15-NS, Origio, Charlottesville, VA, USA) were filled with Fluorinert (FC-770, Sigma) for proper Piezo pulse propagation. Testicular sperm were collected and injected into oocytes as described in detail by Yoshida et al. [54] with minor modifications. Here, testicular sperm were injected head to tail without prior removal of the sperm flagellum. Oocytes were cultured in M2 medium (Sigma) for injection. Surviving oocytes were cultivated in a drop-culture of KSOM (Gynemed, Lensahn, Germany) under mineral oil (Gynemed) at 37 °C and 5% CO_2_.

### 2.13. Genotyping of Blastocysts

DNA was extracted from blastocysts as published [55]. Briefly, single embryos were supplemented with 10 µL embryo lysis buffer (50 mM KCl, 10 mM Tris-HCl pH 8.3, 2.5 mM MgCl_2_, 0.1 mg/mL gelatin, 0.45% (*v*/*v*) NP40, 0.45% (*v*/*v*) Tween-20, 0.1 mg/mL proteinase K) and incubated at 56 °C for 30 min, followed by 95°C for 10 min. Lysates were cooled down to RT and vortexed vigorously. *Prm2* genotyping was conducted as published previously [29] using 5 µL of the lysate as input.

## 3. Results

### 3.1. To the Molecular Origin of Secondary Defects in Prm2-Deficient Sperm

Previous attempts to establish *Prm2*-deficient mouse lines using classical gene-targeting failed as male chimeras generated by blastocyst injection of *Prm2*^+/−^ ES-cells were sterile [26]. This prohibited detailed functional studies on protamine function in mice. Recently, we reported the successful generation and establishment of *Prm2*-deficient mouse lines using CRISPR/Cas9-mediated gene-editing in oocytes [29]. Interestingly, *Prm2*^+/−^ males displayed normal fecundity with sperm being morphologically and functionally indistinguishable from wildtype sperm. This enabled the breeding of *Prm2*^−/−^ males, which are infertile. Comprehensive phenotypical characterization revealed that the loss of *Prm2* did neither affect the efficiency of spermatogenesis nor epididymal sperm counts but resulted in defective DNA integrity in more than 90% of sperm [29]. Furthermore, 100% of sperm were immotile, displayed morphological malformations, membrane defects and a decline in viability [29] (Supplementary Figure S1). We categorized the latter as secondary defects, as they cannot be explained by the molecular function of protamines. Since incorporation of protamines into the sperm DNA is supposed to induce transcriptional silencing, we expected to find the underlying reason for induced secondary sperm defects rather on proteomic than on transcriptomic level. Therefore, epididymal sperm protein lysates from wildtype, *Prm2*^+/−^ and *Prm2*^−/−^ males were pre-fractionated by SDS gel electrophoresis and subjected to LC-MS (liquid chromatography—mass spectrometry). In total, 3.318 different proteins were identified with high confidence. Following removal of non-unique peptides and single-shot proteins, 2.299 proteins were considered for label-free quantification (Figure S2A,B). In order to evaluate the power of the generated dataset, we compared the list of identified proteins with the compiled murine sperm proteome of four previous studies [56,57,58,59] showing a coverage of 63% (Figure 1A).

Our analysis detected 1,498 additional proteins, which had not been identified previously. Further, we also compared our dataset with the human sperm proteome, which has been studied in much more detail [60]. Of note, 77% of the murine sperm proteome were overlapping with the human sperm proteome (Figure 1A). Thus, we concluded that the present dataset reflects a significant portion of the murine sperm proteome. Following data normalization and quality controls (Supplementary Figures S2C,D), a principle component analysis was performed. Knockout replicates clustered strongly apart from controls, being indicative for an overall biological difference (Figure 1B). This was verified by heatmap visualization of the most significantly deregulated proteins. Knockout replicates displayed a strongly altered proteomic profile and were only distantly related to control replicates as visualized by hierarchical clustering using the Euclidian distance (Figure 1C). In accordance with the phenotypical characterization, a highly similar proteomic profile was observed for wildtype and *Prm2*^+/−^ replicates.

No proteins were found to be significantly up- or downregulated (Figure 2A). However, in the knockout condition, 24 proteins were found to be significantly deregulated compared to wildtype (17 down- and 8 upregulated) (Figure 2A). A highly similar set of deregulated proteins was observed by pairwise comparison of knockout and heterozygous samples (Figure 2A). Many of the differentially expressed proteins, including SORD, SOD1, PRDX5 and ACR have a well-known function for male fertility and sperm motility [61,62,63,64]. Thus, deregulated proteins correlate with the observed defects. To investigate whether deregulations can be attributed to specific biological processes, reactome pathway analysis was performed, showing a significant enrichment of downregulated proteins in processes of energy metabolism and the detoxification of ROS (Figure 2B). Further, STRING analysis suggests a strong interaction among the downregulated proteins (Figure 2C). Taken together, MS data imply that loss of PRM2 triggers a molecular cascade that initiates described secondary sperm defects, which ultimately result in male infertility.

### 3.2. Prm2 Deficiency Induces a Downregulation of ROS Scavenger Proteins

Since excessive levels of reactive oxygen species (ROS) are well-known mediators of cellular damage, including DNA damage and lipid peroxidation, the potential role of imbalanced ROS level was investigated in detail. Among the differentially expressed proteins, superoxide dismutase 1 (SOD1) and peroxiredoxin 5 (PRDX5) were identified as key players of ROS detoxification. SOD1 catalyzes the conversion of superoxide radicals into hydrogen peroxide, which is subsequently degraded into non-toxic H_2_O molecules. PRDX5 is another cytoprotective antioxidant enzyme that catalyzes the reduction of hydrogen peroxide, alkyl hydroperoxide and peroxynitrite [65]. Thus, both enzymes have ROS scavenging function that might result in oxidative stress upon loss. As shown in the profile plots for SOD1 and PRDX5, the relative abundance of SOD1 and PRDX5 peptides identified by MS was strongly diminished in *Prm2*^−/−^ sperm compared to controls (Figure 3A and Supplementary Figure S3).

To validate MS results independently, protein level of SOD1 and PRDX5 were determined by Western Blot analysis. Both, levels of SOD1 and PRDX5 were strongly decreased in *Prm2*^−/−^ sperm compared to wildtype and *Prm2*^+/−^ samples (Figure 3B). However, in testicular lysates protein levels were not changed (Figure 3B). This suggests that the proposed ROS signaling cascade is first initiated during epididymal transit.

### 3.3. Oxidative Stress Causes DNA Damage During Epididymal Sperm Maturation

To prove the hypothesis that excessive ROS levels are the cause of secondary sperm defects, testicular and epididymal tissue sections were stained against 8-OHdG (8-hydroxy-2’-deoxyguanosine, 8-hydroxyguanine and 8-hydroxyguanosine). Of note, mature step 16 spermatids of all genotypes stained negative for 8-OHdG, indicative for intact and undamaged DNA (Figure 4A).

However, in *Prm2*^−/−^ males, increasing levels of 8-OHdG positive sperm nuclei were identified during epididymal transit. After release from the testis, sperm first pass through the corpus and caput epididymis. At this stage, 8-OHdG positive nuclei were first detected. Some nuclei were completely stained while others showed a more granular staining (Figure 4A). Still, some sperm nuclei stained negative for 8-OHdG (Figure 4A, arrowheads). With proceeding sperm maturation signals intensified. In tissue sections of the cauda epididymis, almost all sperm nuclei showed a strong staining for 8-OHdG, being highly suggestive for oxidative stress-mediated DNA damage. In contrast, sections of caput and cauda epididymis from *Prm2*^+/+^ and *Prm2*^+/−^ displayed only few 8-OHdG positive cells (Figure 4A, arrows). To quantify the increase in oxidative DNA damage in *Prm2*^−/−^ epididymal sperm, an enzyme-linked immunosorbent assay (ELISA) was performed. The concentration of 8-OHdG was highly significantly increased from 1.449 ng/mL in DNA from wildtype sperm to 3.256 ng/mL in *Prm2*^−/−^ sperm (Figure 4B). Only a slight, but non-significant increase in 8-OHdG concentrations was observed between wildtype and *Prm2*^+/−^ sperm. Taken together, the results clearly show that *Prm2* deficiency leads to an imbalance in the ROS scavenging system, supposedly leading to elevated ROS levels triggering a reactive oxygen-mediated destruction cascade in sperm, which is exerted during epididymal sperm maturation.

### 3.4. Secondary Sperm Defects Arise During Epididymal Maturation

To verify that other secondary sperm defects can be also assigned to the proposed ROS pathway, these defects are expected to appear and intensify during epididymal sperm maturation as well. The initial phenotypical characterization showed severe acrosomal malformations in *Prm2*-deficient cauda epididymal sperm [29]. Here, periodic-acid-Schiff (PAS) staining, which stains glycoprotein-rich acrosomal structures pink, was performed on testicular tissue sections. Acrosomal vesicles were first detected in round spermatids (Figure 5A, arrowheads).

In the course of spermiogenesis, vesicles elongated and finally capped the sickle-shaped head of step 16 spermatids of all genotypes (Figure 5A, arrows). This indicates that acrosome biogenesis is not impaired upon loss of *Prm2* and that defects are inevitably acquired during epididymal transit.

Further, we analyzed the effects of *Prm2* deficiency on the nuclear morphology of spermatids and mature sperm. The characteristic sickle-shaped nuclear morphology was observed in hematoxylin stained stage VII/VIII seminiferous tubules of all genotypes (Figure 5B). Quantification of nuclear head length and width revealed no significant differences between *Prm2*-deficient step 16 testicular spermatids and controls (Figure 5B), thus indicating that *Prm2* is dispensable for proper shaping of the sperm head during spermiogenesis. However, severe changes in sperm nuclear morphology were observed in DAPI stained cauda epididymal sperm (Figure 5C). In general, most *Prm2*-deficient sperm nuclei appeared smaller in size and displayed loss of the characteristic sickle-shape compared to controls (Figure 5C).

However, morphological changes were variable, resulting in a highly heterogeneous sperm population (Figure 5C). To quantify changes in sperm nuclear head morphology, an automated, high-throughput analysis was performed. A consensus shape was computed for each genotype, visualizing the observed morphological changes (Figure 5D). With a median of 10.53 μm^2^ (95% confidence interval (CI) 10.96 μm^2^ ± 0.26), the head size of *Prm2*-deficient sperm was more than 40% reduced compared to controls with a median of 18.42 μm^2^ (95% CI 18.38 μm^2^ ± 0.1) (Supplementary Figure S4). In line, the median sperm perimeter decreased from 21.13 μm (95% CI 21.09 μm ± 0.08) to 14.21 μm (95% CI 14.76 μm ± 0.25) (Supplementary Figure S4). Both, a decline of sperm length and width resulted in a decrease of sperm area and perimeter. Further, loss of the characteristic sperm hook caused an increase in circularity and ellipticity of *Prm2*-deficient sperm compared to controls (Supplementary Figure S4).

Taken together, our analyses clearly demonstrate that the functional and morphological sperm defects observed are almost exclusively acquired during epididymal sperm maturation and correlate with the initiation of the postulated ROS cascade.

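RNA from testes of 3 Prm2+/+, 3 Prm2+/− and 3 Prm2−/− males was sequenced with QuantSeq, a method that reads polyadenylated transcripts near their 3′ end. The authors deposited normalized counts for 38685 genes and loci, made by dividing the gene-level counts of each sample by 1 size factor. Every value (100%) was a whole multiple of 1 step per sample, so the counts before this division could be recovered. The recovered counts summed to between 3629929 and 4490411 per sample, with a median of 3677447 in Prm2+/+, 4306705 in Prm2+/− and 3975182 in Prm2−/−. The authors' counting derives these counts from coverage and a read length that the paper's text does not name for this step, so their scale need not be that of the sequenced reads. The genotypes were compared with limma on log2 of the normalized count plus 1, fitted to all 9 samples and to the 14893 genes with enough recovered counts for a test. A gene was called differentially expressed at an adjusted p-value (Benjamini-Hochberg) under 0.05 and a log2 fold change (LFC) beyond 0.5 in either direction, the thresholds of the paper. Values are given as mean ± SD of 3 males per genotype, and intervals and limits from counts cover counting error only. The targeted gene, Prm2 (ENSMUSG00000038015), lies on chromosome 16 of GRCm38 from 10791380 to 10796134 on the minus strand. Prm2 had 33046 ± 5732 normalized counts in Prm2+/+, 31891 ± 2287 in Prm2+/− and 37810 ± 4344 in Prm2−/− (n = 3 each). The LFC of Prm2 between Prm2−/− and Prm2+/+ was 0.20 (standard error 0.13, adjusted p = 0.746 in limma), and it stayed between 0.11 and 0.34 with each sample left out in turn. The Prm2 transcript was thus not detectably lower in the libraries labelled Prm2−/−, and its level does not check the labels. Genotypes are therefore those of the libraries as labelled.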

To assess whether *Prm2* deficiency affects global testicular gene expression, RNAseq analysis was performed on testicular RNA isolated from *Prm2*^+/+^, *Prm2*^+/−^ and *Prm2*^−/−^ males. Heatmap visualization of the top 50 differentially expressed (DE) genes and hierarchical clustering using the Euclidian distance clearly separated samples of *Prm2*^−/−^ males from controls as also verified by PCA analysis (Figure 6A,B). 

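For the PCA, the recovered counts were scaled to log2 CPM, which relates each count to the library total (TMM factors, prior count 2), and the 500 most variable of the tested genes were used. The first component held 22.9% of the variance and the second 16.9%. The libraries labelled Prm2−/− had scores of 20.3 to 22.8 on the first component, and the other 6 libraries had scores of -54.3 to -0.839. The lowest of these belonged to replicate 3 of Prm2+/+, while the next lowest was -3.73. Euclidean distances over these 500 genes were 57.7 to 61.1 between Prm2−/− libraries, 65.4 to 84.6 between Prm2−/− and Prm2+/+ libraries and 67.7 to 69.9 between Prm2−/− and Prm2+/− libraries. They were 66.2 to 78.5 between Prm2+/+ libraries, 62.4 to 64.8 between Prm2+/− libraries and 63.0 to 80.6 between Prm2+/− and Prm2+/+ libraries, so that the distances between Prm2−/− and Prm2+/+ libraries overlapped those within Prm2+/+. The ratio of the distances between and within the groups (pseudo-F) was 1.72 for the 3 Prm2−/− libraries against the other 6, the highest of the 84 choices of 3 of the 9 libraries (exact permutation test, p = 0.0119, the smallest p this design allows). With all tested genes in place of the 500, the ratio was 1.28 (exact permutation test, p = 0.119), and without replicate 1 of Prm2−/− it was 1.32 (exact permutation test, p = 0.107). In hierarchical clustering of log2 of the normalized count plus 1 on the 50 genes with the smallest p-values between Prm2−/− and Prm2+/+, which were chosen for that difference, the 3 Prm2−/− libraries formed 1 of the 2 main branches. Clustering on the 500 most variable genes instead placed replicate 3 of Prm2+/+ alone in a branch.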

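Between libraries labelled Prm2−/− and Prm2+/+, 23 genes were higher and 4 lower past both thresholds, and 1091 of the 14893 genes had an unadjusted p under 0.05. The count of higher genes moved most with DESeq2 on the recovered counts of the 6 samples compared, a setting chosen after the data were seen, which gave 128 higher and 38 lower genes. Without replicate 2 of Prm2+/+, limma gave 60 higher and 4 lower genes, and without replicate 1 of Prm2−/− it gave 21 higher and 12 lower genes. More genes were higher than lower under every alternative that was run for this comparison. Among the called genes, Usb1 and Yjefn3 had the highest fitted LFCs on the scale of log2 of the normalized count plus 1, which for genes at 0 are no measure of the fold change. Usb1 (ENSMUSG00000031792, chromosome 8, 95332284 to 95347507) had 0 counts in the 3 Prm2+/+ libraries and 103 ± 4.14 normalized counts in Prm2−/−, at least 31.2-fold higher (adjusted p = 2.95e-06 in limma). Yjefn3 (ENSMUSG00000048967, chromosome 8, 69887788 to 69902712) also had 0 counts in Prm2+/+ and 94.5 ± 12.5 in Prm2−/−, at least 28.5-fold higher (adjusted p = 2.95e-06 in limma), and it overlaps another gene in the annotation. Mfap3l rose from 15.1 ± 8.31 to 732 ± 26.9 normalized counts (LFC 5.62, standard error 0.54, adjusted p = 0.00726 in limma). Gucy2e had 0 counts in Prm2+/+ and 39.7 ± 16.1 in Prm2−/−, at least 12.0-fold higher (adjusted p = 0.0183 in limma), and it was no longer called without any one of the Prm2−/− replicates, with adjusted p-values of 0.116 to 0.213. Of the 4 lower genes, Mfap5 had an LFC of -2.64 (standard error 0.20, adjusted p = 0.00168 in limma), N4bp1 of -2.72 (standard error 0.29, adjusted p = 0.0138 in limma) and 2010109A12Rik of -1.01 (standard error 0.12, adjusted p = 0.0223 in limma). The last of these was not called without replicate 1 of Prm2+/+, replicate 2 of Prm2+/− or replicate 2 of Prm2−/− (adjusted p of 0.0589, 0.0529 and 0.0671). With only the 6 samples compared, Mfap5 was called (adjusted p = 0.00772 in limma), and N4bp1 (adjusted p = 0.0624) and 2010109A12Rik (adjusted p = 0.0838) were not. The other lower gene was Trim24. Usb1, Yjefn3, Mfap5 and N4bp1 each took a high or a low level in whole libraries with nothing between.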

Most DE genes were stronger expressed in *Prm2*^−/−^ testes compared to controls. 

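The positions of the tested genes were taken from GENCODE release M21 on GRCm38. The 23 genes higher in Prm2−/− than in Prm2+/+ lay on 13 chromosomes, with the most, 5 genes, on chromosome 8, which held 826 tested genes, and 4 on chromosome 11, which held 1125. The chi-square of the counts per chromosome was 23.1 (permutation test with 100000 draws of 23 tested genes, p = 0.25). A pair of the higher genes started within 1 Mb of each other, Fkbp8 and Yjefn3 at a distance of 639936 bp, so that 2 genes had such a neighbour where 0.742 were drawn on average (one-sided permutation test, p = 0.316). None of the genes called by limma (0) lay within 20 Mb of Prm2, and the calls of DESeq2 were not examined for this distance. The 128 higher genes from DESeq2 in the 6 samples compared gave a chi-square of 33.7 (permutation test, p = 0.0291), with 28 genes near another where 20.7 were drawn on average (p = 0.116, permutation test).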

Mapping of upregulated genes to their chromosomal localization, showed a random distribution throughout the whole genome and no enrichment at distinct loci (Supplementary Figure S5A). This indicated that the protamine-mediated gene silencing during spermiogenesis might be incomplete upon loss of *Prm2*. 

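For 8 of the 23 higher genes, all 3 Prm2+/− libraries lay on the side of the Prm2−/− libraries, and for the other 15 none (0) did. Of the 4 lower genes, 1 had all 3 Prm2+/− libraries on the side of Prm2−/− and 3 had none. The lack of genes with divided Prm2+/− libraries follows from the fit to 9 samples, in which such a division widens the spread and hinders a call. Among the 44 higher genes called with only the 6 samples compared, a choice that does not use the Prm2+/− libraries, 14 had none of them on the side of Prm2−/−, 20 had 1, 6 had 2 and 4 had all 3. Of the 6 lower genes of that fit, 1 had none, 1 had 1 and 4 had 2 on that side. From the spread of the higher genes over the genome, the paper proposes that silencing by protamines might be incomplete without Prm2.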

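The genes named in the volcano plot (Figure 6C) divided into those called in the fit to 9 samples and those not called. Fam71f2 (ENSMUSG00000079652, chromosome 6 of GRCm38, 29279593 to 29290680) rose from 53.9 ± 15.1 normalized counts in Prm2+/+ to 2076 ± 201 in Prm2−/− (n = 3 each), an LFC of 5.27 (standard error 0.19, adjusted p = 1.7e-05 in limma). Cfap126 had an LFC of 4.74 (standard error 0.21, adjusted p = 4.45e-05 in limma). Zmynd10, which overlaps another gene, had an LFC of 5.10 (standard error 0.31, adjusted p = 0.000434 in limma). These 3 genes were high in the Prm2−/− libraries alone and low in all other 6. Trim24 fell from 931 ± 584 to 40.3 ± 9.64 normalized counts, an LFC of -4.20 (standard error 0.57, adjusted p = 0.0445 in limma), with 1 low library, replicate 3 of Prm2+/+, at 256 among the 3 Prm2+/+ libraries. Trim24 stayed past the threshold in only 1 of the 9 fits that each left out a sample, the one without replicate 3 of Prm2+/+. In the other fits, its adjusted p reached up to 0.16. Bspry, Dyrk1b, Ube2f, Hdac2 and Art1 separated the 3 Prm2−/− from the 3 Prm2+/+ libraries but were not called in the fit to 9 samples. Their LFCs were 4.402, -6.11, -4.03, -2.62 and -4.24, with adjusted p-values in limma of 0.355, 0.392, 0.534, 0.392 and 0.201. Each took a high or a low level in whole libraries, and their Prm2+/− libraries were divided between the levels. For Bspry, replicate 1 of Prm2+/− had 819 normalized counts and replicates 2 and 3 had 47.5 and 45.1, against 39.2 ± 2.46 in Prm2+/+ and 848 ± 37.6 in Prm2−/−. For Hdac2, replicate 1 of Prm2+/− had 114 and replicates 2 and 3 had 20.1 and 15.9, against 108 ± 12.8 in Prm2+/+ and 16.7 ± 1.21 in Prm2−/−. With only the 6 samples compared, all 5 were called, with adjusted p-values in limma between 0.000259 (Bspry) and 0.00811 (Art1), and Trim24 was not (adjusted p = 0.133).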

In total, 81 genes were found to be upregulated and 13 genes to be downregulated in knockout testes compared to wildtype (Figure 6C). 

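Ybx2 (ENSMUSG00000018554) lies on chromosome 11 of GRCm38 from 69935796 to 69941605 and Tarbp2 (ENSMUSG00000023051) on chromosome 15 from 102518192 to 102523676. Ybx2 had 36.9 ± 12.5 normalized counts in Prm2+/+ and 5444 ± 640 in Prm2−/− (n = 3 each), an LFC of 7.22 (standard error 1.61, adjusted p = 0.355 in limma). In Prm2+/−, replicate 1 had 4274 normalized counts and replicates 2 and 3 had 41.1 and 37.1. This spread within Prm2+/− enters the fit to 9 samples. Without replicate 1 of Prm2+/−, the adjusted p of Ybx2 was 5.77e-05 in limma, and with only the 6 samples compared it was 0.000635. Ybx2 thus took a high or a low level in whole libraries. Tarbp2 had 17.7 ± 14.0 normalized counts in Prm2+/+, 357 ± 25.4 in Prm2+/− and 355 ± 20.5 in Prm2−/−, an LFC of 4.61 between Prm2−/− and Prm2+/+ (standard error 0.56, adjusted p = 0.0243 in limma). The LFC of Tarbp2 between Prm2+/− and Prm2+/+ was 4.62 (adjusted p = 0.0461 in limma) and between Prm2−/− and Prm2+/− -0.01. Tarbp2 was not called with only the 6 samples compared (adjusted p = 0.0924 in limma), nor without replicate 3 of Prm2+/+, replicates 2 or 3 of Prm2+/−, or any one replicate of Prm2−/− (adjusted p from 0.0527 to 0.0978). It was called by edgeR (adjusted p = 0.0273) and by DESeq2, with adjusted p-values of 1.03e-17 for 9 samples and 1.06e-10 for 6. The transcripts of other proteins that package sperm DNA were not called. Prm1, which overlaps another gene, had an LFC of -0.01 (adjusted p = 0.983 in limma), Tnp1, which does as well, of -0.12 (adjusted p = 0.66) and Tnp2 of -0.16 (adjusted p = 0.741).

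**Figure D1:**
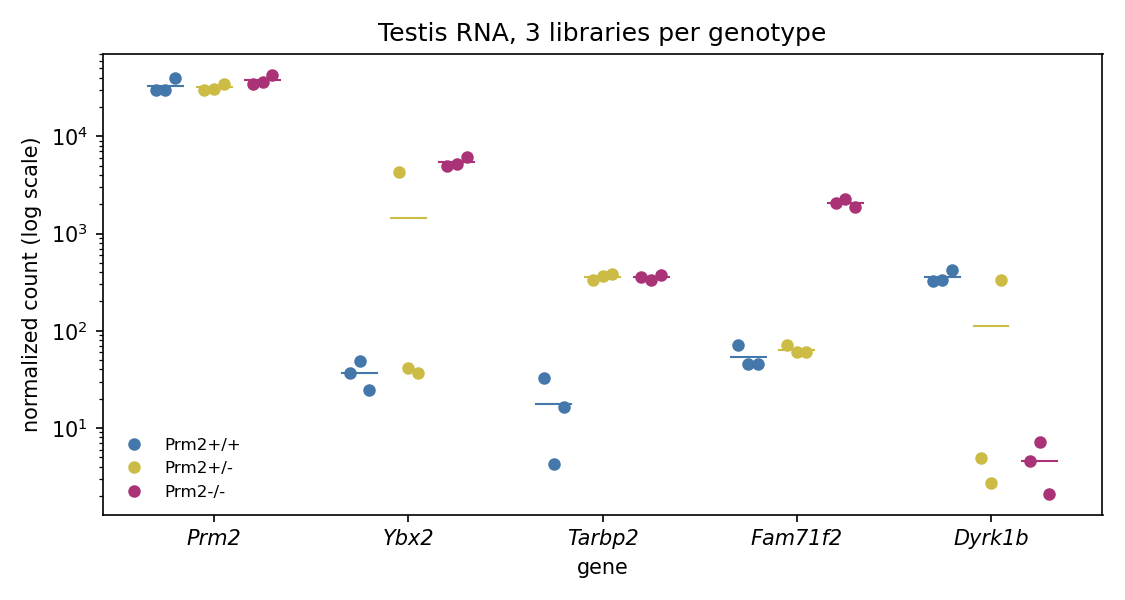
Normalized counts of Prm2, Ybx2, Tarbp2, Fam71f2 and Dyrk1b (horizontal axis, genes) on a logarithmic vertical axis. Each point is 1 testis library, coloured by genotype, and each horizontal line is the mean of 3. Replicate 1 of Prm2+/− has 4274 normalized counts of Ybx2, near the Prm2−/− libraries, while the other Prm2+/− libraries lie near Prm2+/+.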

Among the upregulated genes, well-known regulators of protamine expression and translational activation were identified, e.g., Y-box binding protein 2 (*Ybx2*) and TAR binding-protein 2 (*Tarbp2*), probably resembling a compensation mechanism due to the lack of *Prm2*. However, gene ontology analysis on up- and downregulated gene sets did not identify enrichment of any biological processes, which might point towards secondary defects observed in the epididymis (Supplementary Figure S5B). These results support the notion that the induced ROS cascade is not initiated until sperm release from the seminiferous epithelium of the testis.

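Of 39 genes of ROS scavengers, listed before the data were examined, 33 were tested between Prm2−/− and Prm2+/+ libraries, and none (0) was called over all genes or adjusted over the list alone, while 4 had an unadjusted p under 0.05. The list had a median LFC of 0.03, with 18 of 33 genes higher, and did not move as a set (camera with a preset correlation of 0.01, two-sided p = 0.804, adjusted p = 0.862 over 12 lists). Sod1 had 3201 ± 205 normalized counts in Prm2+/+ and 3255 ± 245 in Prm2−/− (n = 3 each), an LFC of 0.02 (standard error 0.08, adjusted p = 0.952 in limma) that changed sign without replicate 2 of Prm2+/+ (-0.01) or replicate 3 of Prm2−/− (-0.03). Prdx5 had 449 ± 39.4 normalized counts in Prm2+/+ and 484 ± 39.0 in Prm2−/−, an LFC of 0.11 (standard error 0.11, adjusted p = 0.799 in limma). Sod1 and Prdx5 each overlap another gene in the annotation. Of the 17 tested genes whose proteins were lower in Prm2-deficient sperm (Figure 2C), none (0) was called over all genes or adjusted over the list alone, 1 had an unadjusted p under 0.05, and 11 were higher. As a set they did not move (adjusted p = 0.862 in limma's camera). Among 10 lists of marker genes of testicular and other cell types, the smallest p was that of 4 genes of peritubular cells (median LFC -0.26, 1 of 4 higher, camera p = 0.0273, adjusted p = 0.328), and no list passed after adjustment under camera with the preset or an estimated correlation or under fry. Adjusted over the list alone, Odf2 among the elongating spermatid genes (LFC 0.51, adjusted p = 0.039 in limma) and Cnn1 among the peritubular genes (LFC -0.76, adjusted p = 0.0385 in limma) passed, and over all genes neither did (adjusted p = 0.392 and 0.522). Both were named after their values were seen.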

### 3.5. Blastocysts Stage Embryos Can Be Derived from ICSI of Prm2-Deficient Testicular Sperm

Since *Prm2*-deficient testicular spermatids neither displayed oxidative DNA damage nor severe morphological abnormalities, we tested their fertilization potential *in vitro*. Testicular sperm were extracted from the seminiferous tubules and injected into unfertilized wildtype oocytes using ICSI. Of note, 10% of oocytes injected with *Prm2*-deficient sperm developed into blastocyst stage embryos within four days after injection (Figure 7A,B). Genotyping revealed all embryos to be heterozygous, indicating that *Prm2*-deficient sperm had fertilized the *Prm2*^+/+^ oocyte. (Figure 7C). Control injections with wildtype testicular spermatids displayed similar efficiencies for the induction of blastocyst stage embryos (Figure 7B). Thus, *Prm2*-deficient testicular sperm appear not only morphologically intact but also functionally capable to overcome infertility of *Prm2*^-/-^ males using ART.

## 4. Discussion

In the present study we utilized sperm proteomics to investigate the molecular origin of secondary sperm defects arising in consequence of abnormal sperm protamination. We demonstrate that loss of the sperm`s antioxidant capacity induces a ROS destruction cascade during epididymal sperm maturation, ultimately causing oxidative DNA damage.

The connection of impaired sperm protamination and male subfertility is well-known for more than three decades. However, the molecular processes triggered by this impairment, finally leading to infertility, are mostly unknown, although being essential for the development of targeted treatment options. Here, our *Prm2*-deficient mouse lines serve as an ideal model for functional investigations, as they enable for the first time studies on a genetically and phenotypically uniform sperm population [29]. Protamine-induced DNA hypercondensation is proposed to protect the paternal genome from damaging environmental insults. However, the strong DNA degradation observed in human sperm with abnormal protamination and *Prm2*-deficient murine sperm implies an active destruction cascade as the underlying cause rather than a spontaneously induced damage. It is a longstanding matter of debate, how DNA damage is mechanistically induced [66]. Three mechanisms have been discussed in the past, including apoptotic processes, impaired repair of DNA strand breaks occurring during histone to protamine exchange and harmful effects of excessive ROS level [66]. Here we provide for the first time evidence that *Prm2* deficiency triggers oxidative stress leading to DNA damage, and thus infertility. This was demonstrated by a strong positivity of epididymal sperm cells for 8-OHdG, a well-established marker for an oxidative stress-induced DNA base modification. Longstanding evidence exists for the implication of ROS in male fertility and sperm function. While low levels of ROS are required for sperm maturation, capacitation and acrosome reaction, exceeding levels have been strongly correlated with male infertility and sperm damage [67,68,69]. Besides strong DNA damage, *Prm2*-deficient sperm are completely immotile and display decreased viability due to severe defects in membrane integrity as well as detachment and partial loss of the acrosomal cap. Each of these aberrations is detrimental for physiological sperm function and fertility. These secondary effects are consistent with the known effects of oxidative stress. The sperm membrane contains a large amount of polyunsaturated fatty acids, which are susceptible to ROS-mediated lipid peroxidation, thereby demolishing membrane integrity and perturbing sperm motility in consequence [70]. Further, *Prm2*-deficient sperm display a strongly reduced head size, which has also been reported for sperm from *Prm2* chimeric mice [71]. This is unexpected in light of the DNA condensing function of protamines. However, it is in accordance with a *Gpx5*-deficient mouse model for oxidative stress, showing a decreased sperm volume and surface area as well [72]. Increased ROS levels result either from an increased production or a diminished antioxidant capacity. In *Prm2*-deficient sperm, significantly lower levels of the ROS scavenger enzymes SOD1 and PRDX5 are observed. SOD1 catalyzes the detoxification of superoxide radicals into hydrogen peroxide and oxygen. Studies in knock-out mice revealed that *Sod1*-deficient male mice remain fertile, however, sperm show impaired motility [64,73]. In consequence, in vivo such sperm cannot compete with wildtype sperm and display reduced fertilization ability in IVF experiments [64,74]. A correlation between SOD1 activity and sperm motility as well as DNA fragmentation is also reported for human sperm [75,76]. Alvarez et al. discuss superoxide dismutase (SOD) to be a key player for preventing human sperm from lipid peroxidation [70]. PRDX5 belongs to the class of peroxiredoxins, which act downstream of SOD and catalyze the detoxification of hydrogen peroxide as well as hydroperoxides and peroxynitrites [77]. Six peroxiredoxin isoforms have been identified, with an isoform-specific cellular localization. In humans, PRDX5 is enriched in the postacrosomal region of the sperm head and the mitochondrial sheath [78]. Inhibition of peroxiredoxin activity in murine sperm caused increased ROS levels, thereby underlining its role as antioxidant [63]. In mice, impaired peroxiredoxin activity results in DNA fragmentation and adversely affects sperm motility, viability, fertilization capacity and early embryonic development in mice [63]. In accordance, decreased peroxiredoxin levels are associated with male infertility and oxidative stress-mediated sperm damage in humans [79].

Taken together, the identified molecular changes in the proteome of *Prm2*-deficient sperm nicely delineate the underlying impact of ROS on sperm morphology and function - but how is *Prm2* deficiency sensed and the ROS cascade induced? Interestingly, PRM2 and SOD1 share certain structural similarities. Both proteins harbor a zinc binding-site and are characterized by the formation of intramolecular disulfide bridges. Zinc incorporation into PRM2 is proposed to stabilize the chromatin structure of testicular sperm. However, during epididymal sperm maturation and enhanced disulfide bonding of protamines, zinc is released, as shown in stallion [80]. For SOD1, binding of zinc is essential for enzyme stability and function [81,82]. It is tempting to speculate that zinc ions released from PRM2 might confer stability of SOD1 in the epididymis, thereby ensuring its proper antioxidant function. So, loss of PRM2 might result in decreased zinc concentrations, ultimately causing enhanced degradation of SOD1, leading to an increase of toxic superoxide radicals. The observation that *Prm2*-deficient testes seem to be protected from ROS-mediated sperm destruction in contrast to epididymal compartments requires further analyses. Maybe the total antioxidant capacity [83] of the epididymis is lower, so that the decline of SOD1 and PRDX5 cannot be compensated. Since the epididymis is less immune privileged than the testis [84], the induced ROS cascade might be additionally fueled by infiltrating immune cells.

It remains to be investigated whether antioxidant supplementation would be sufficient to attenuate secondary sperm defects and restore fertility of *Prm2*-deficient males. In fact, antioxidant treatment of human IVF patients has been reported to improve sperm motility and semen parameters [85]. Of note, decreased sperm motility is not solely attributed to *Prm2*-deficient sperm, but has been consistently reported for *Tnp1* and *Tnp2* knockout mice as well as for *Prm1* chimeras [26,86,87]. Although not directly proven, this is likely to be an oxidative stress-mediated response as well. Thus, it is tempting to speculate that a general checkpoint mechanism exists that controls the status of DNA hypercondensation and initiates the ROS response if needed. This response is finally exerted during epididymal transit as verified by the first occurrence of oxidative DNA damage, reduced head size and acrosomal malformations during passage through the epididymis. The preserved integrity of testicular sperm enables new treatment options. Here, ICSI with *Prm2*-deficient testicular sperm initiated proper embryonic development and blastocyst formation. In contrast, ICSI of *Prm2*-deficient epididymal sperm from *Prm2* chimeras mostly resulted in an early embryonic arrest [71]. This confirms that the decline in chromatin integrity during epididymal sperm maturation directly impacts on early embryonic development. Similarly, ICSI with testicular sperm from *Tnp1*^−/−^*Tnp2*^+/−^ males yielded higher implantation rates and more offspring than obtained by ICSI of *Tnp1*^−/−^*Tnp2*^+/−^ cauda epididymal sperm [88]. In men, impaired sperm protamination is associated with recurrent miscarriages [89] and decreased fertilization rates in ART programs [23,24,25]. Thus, in light of the molecular mechanism provided in this study, ICSI with testicular sperm presents as only treatment option for subfertile men with impaired protamination and severe DNA fragmentation. In fact, a recent study proves that testicular sperm from patients with impaired protamination are superior to epididymal sperm in terms of fertilization rate and pregnancy outcome following ICSI [90].

## Figures and Tables

**Figure 1:**
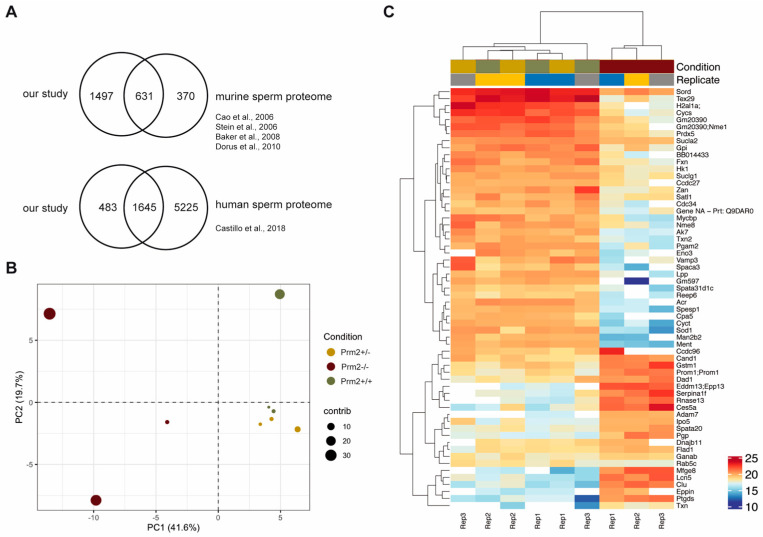
The sperm proteome of *Prm2*-deficient mice. (**A**) Venn diagrams showing the overlap of the generated dataset with published datasets of murine and human sperm. (**B**) Principal component analysis (PCA). MS comprised three biological replicates per genotype. Contribution of each dataset to the PCA is reflected by the dot size. (**C**) Heatmap visualization of the top 50 most significantly deregulated proteins (|log_2_ FC| > 1; FDR < 0.05) between *Prm2*^+/+^, *Prm2*^+/−^ and *Prm2*^−/−^ samples.

**Figure 2:**
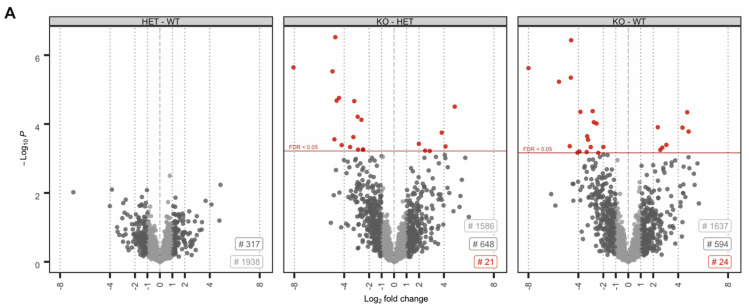

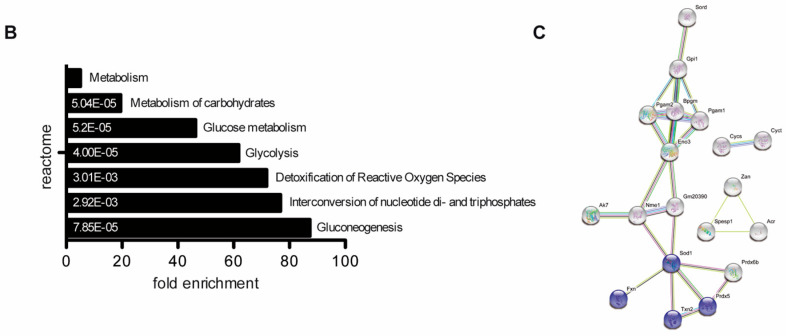
The molecular function of deregulated proteins in *Prm2*-deficient sperm. (**A**) Volcano plots displaying DE proteins in pairwise comparison of *Prm2*^+/+^ (WT), *Prm2*^+/−^ (HET) and *Prm2*^−/−^ (KO) samples. (**B**) Reactome pathway analysis of proteins downregulated in *Prm2*^-/-^ sperm compared to wildtype (|log_2_ FC| > 1; FDR < 0.1). FDR is given in each bar. (**C)** STRING analysis of proteins downregulated in *Prm2*^−/−^ sperm compared to wildtype (|log_2_ FC| > 1; FDR < 0.1). Proteins involved in biological processes of hydrogen peroxide metabolism are highlighted in blue.

**Figure 3:**
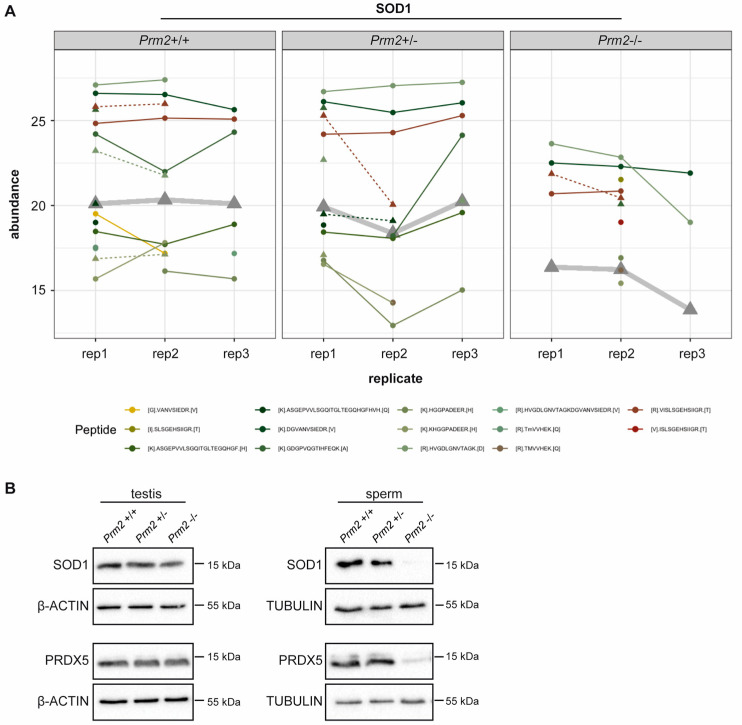
ROS scavenger proteins SOD1 and PRDX5 are downregulated in *Prm2*-deficient sperm. (**A**) Profile plots showing the relative abundance of identified SOD1 peptides within each replicate of *Prm2*^+/+^, *Prm2*^+/−^ and *Prm2*^−/−^ sperm. The protein abundance calculated by Tukey´s median polish is resembled by thickened grey lines. (**B**) Representative immunoblot against SOD1 and PRDX5 on protein lysates from *Prm2*^+/+^, *Prm2*^+/−^ and *Prm2*^−/−^ testes and epididymal sperm (*n* = 1–3). Beta-actin and tubulin served as loading control.

**Figure 4:**
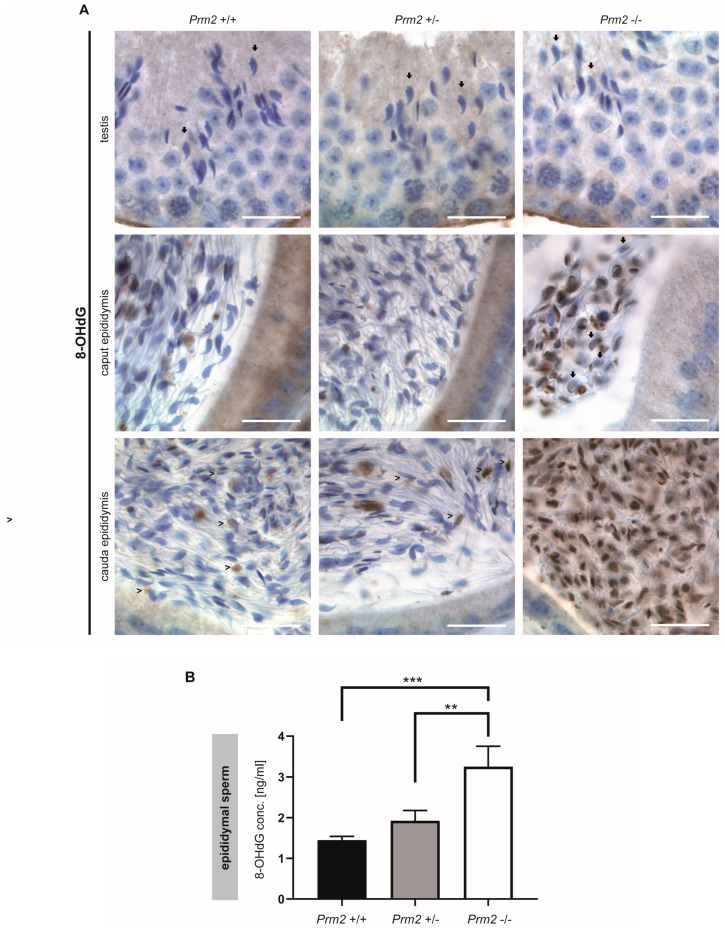
Oxidative stress causes DNA damage in *Prm2*-deficient sperm during epididymal maturation. (**A**) Representative immunohistochemical staining (*n* = 3) against 8-OHdG as a biomarker for oxidative DNA damage. Staining of testicular (top row), caput epididymal (middle row) and cauda epididymal (bottom row) tissue sections from *Prm2*^+/+^ (left column), *Prm2*^+/−^ (middle column) and *Prm2*^-/-^ (right column) animals is shown. Note increasing oxidative damage in *Prm2*-deficient sperm during epididymal transit. Arrows highlight 8-OHdG negative spermatids/sperm, arrowheads 8-OHdG positive cells. Scale bar: 20 µm. (**B**) Quantification of 8-OHdG levels in epididymal sperm DNA from *Prm2*^+/+^, *Prm2*^+/−^ and *Prm2*^−/−^ males by ELISA (n = 5; statistical significance was determined by non-parametric Kruskal-Wallis-Test, ** *p* = 0.0002; *** *p* < 0.0001).

**Figure 5:**
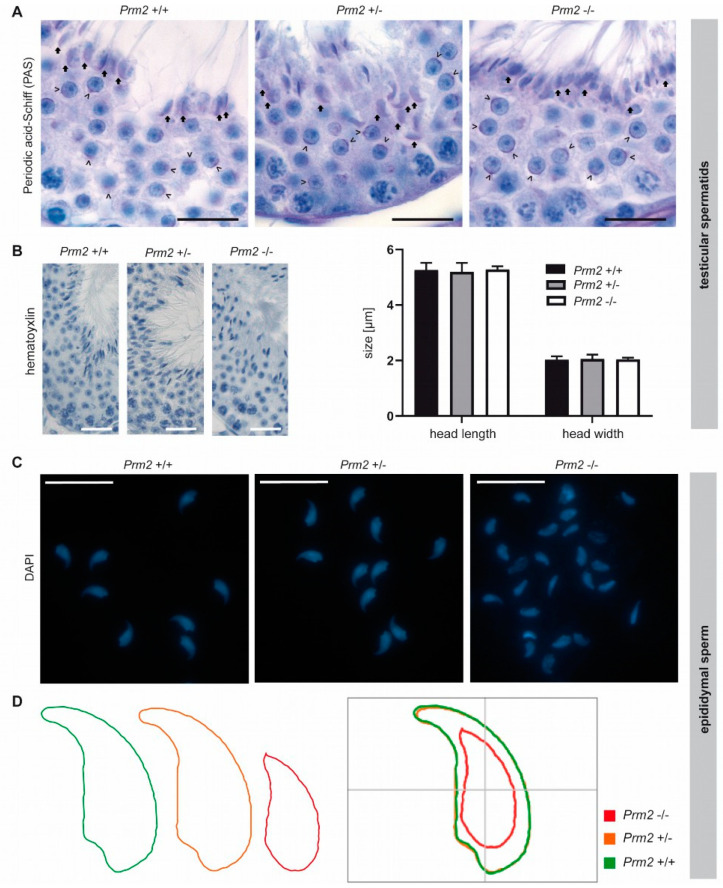
Secondary sperm defects are acquired during epididymal transit. (**A**) Periodic-acid-Schiff (PAS) staining of testicular tissue sections from *Prm2*^+/+^, *Prm2*^+/−^ and *Prm2*^−/−^ males. Representative photomicrographs of stage VI/VII seminiferous tubules are shown. Proacrosomal vesicles of round spermatids are highlighted by arrowheads; mature acrosomes of step 16 spermatids by arrows. Scale bar: 20 μm. (**B**) Representative images of hematoxylin stained testicular step 16 spermatids. Scale bar: 25 µm. Quantification of sperm head length and width. Bars represent mean values ± SD (*n* = 5). (**C**) Representative images of DAPI-stained epididymal sperm from *Prm2*^+/+^, *Prm2*^+/-^ and *Prm2*^-/-^ males. Scale bar: 20 µm. (**D**) Consensus shape computed for *Prm2*^+/+^ (green), *Prm2*^+/−^ (orange) and *Prm2*^−/−^ (red) sperm populations.

**Figure 6:**
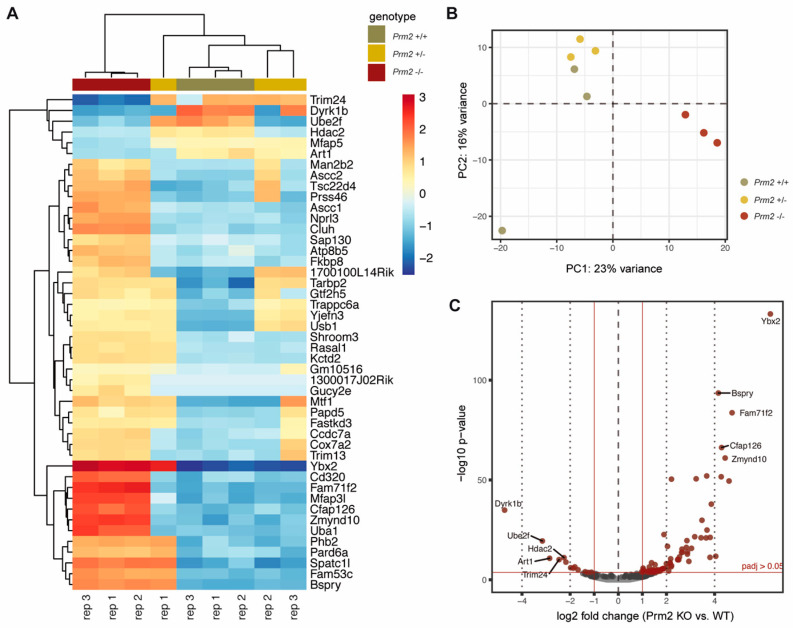
Changes in the testicular gene expression profile of *Prm2*-deficient mice. (**A**) Heatmap visualization of the top 50 DE genes (*Prm2*^−/−^ vs. *Prm2*^+/+^) obtained by RNAseq on *Prm2*^+/+^, *Prm2*^+/−^ and *Prm2*^−/−^ testes. Three biological replicates (rep) were analyzed per genotype. (**B**) Principal component analysis (PCA). (**C**) Volcano plot displaying DE expressed genes (*Prm2*^−/−^ vs. *Prm2*^+/+^) (adjusted p-value <0.05, log_2_ fold change (LFC) >0.5) between *Prm2*^+/+^ and *Prm2*^−/−^ testes.

**Figure 7:**
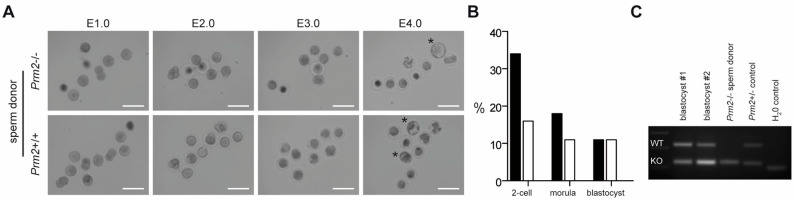
Infertility of *Prm2*-deficient males can be overcome by ICSI of testicular sperm. (**A**) Representative photomicrographs showing the in vitro development of oocytes upon ICSI of wildtype (bottom row) or *Prm2*-deficient sperm (top row) between embryonic day 1 and 4 (E1.0-E4.0). Blastocyst stage embryos are highlighted by asterisks. (**B**) ICSI statistics. (**C**) Genotyping of blastocysts derived from ICSI of *Prm2*^−/−^ sperm into wildtype oocytes. DNA from the *Prm2*^−/−^ sperm donor and a heterozygous animal served as controls.

**Table 1:** Antibodies and dilutions used in this study.

Antibody	Company	Product-No.	Dilution (IB)
SOD1	Abcam, Cambridge, UK	ab16831	1:1000
PRDX5	Abcam, Cambridge, UK	ab231892	1:500
α-tubulin	Santa Cruz Biotechnology, Dallas, TX, USA	sc-8035	1:500
β-actin	Sigma, St. Louis, MO, USA	A5441	1:10000
anti-mouse HRP	Dako, Glostrup, Denmark	P0260	1:1000
anti-rabbit HRP	Dako, Glostrup, Denmark	P0448	1:2000

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4409/9/8/1789/s1, Figure S1: Membrane integrity and sperm viability are decreased in *Prm2*-deficient mice; Figure S2: Normalization and quality controls of MS data; Figure S3: Profile Plot PRDX5; Figure S4: *Prm2*-deficient epididymal sperm display a decreased head size; Figure S5: Analyses on DE genes identified by RNAseq of *Prm2*-deficient testes [91].

# Supplementary material for: Protamine-2 Deficiency Initiates a Reactive Oxygen Species (ROS)-Mediated Destruction Cascade during Epididymal Sperm Maturation in Mice
**Source:** Cells. 2020 Jul 27;9(8):1789. doi: 10.3390/cells9081789
**Supplement:** Supplementary file 1

## Supplementary Materials:

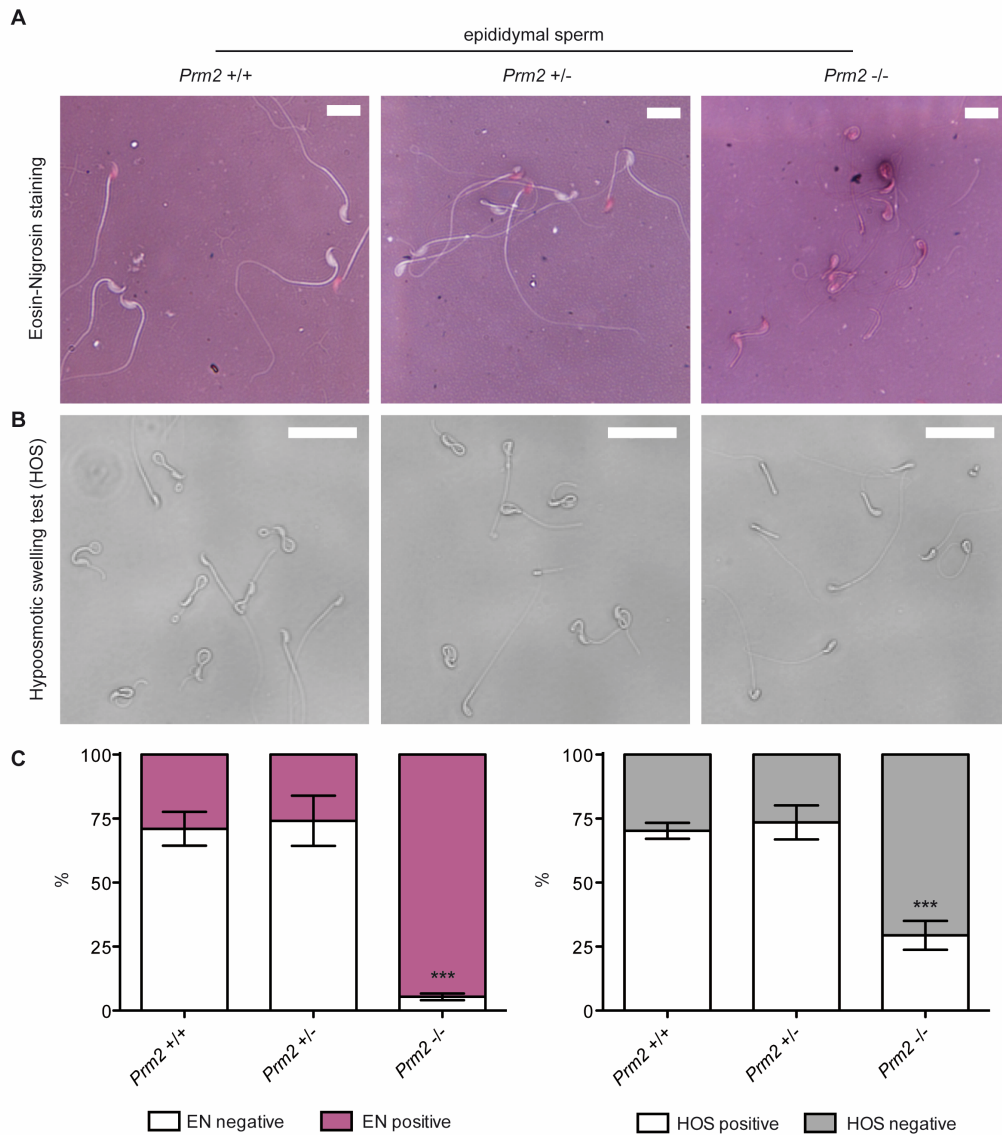

**Figure S1:** Membrane integrity and sperm viability are decreased in *Prm2*-deficient mice. (A) Representative images of Eosin-Nigrosin (EN) stained epididymal sperm from *Prm2*<sup>+/+</sup>, *Prm2*<sup>+/-</sup> and *Prm2*<sup>-/-</sup> males. Membrane damaged sperm stain pink, membrane intact sperm remain unstained. Scale bar: 10  $\mu$ m. (B) Photomicrographs of epididymal sperm exposed to hypoosmotic conditions (HOS-test). Viable sperm display swelling and/or curling of the flagellum. Scale bar: 25  $\mu$ m. (C) Quantification of EN staining and HOS-test. Bars represent mean values  $\pm$ SD. Analysis comprised three biological replicates (n=3) per genotype. At least 200 sperm were evaluated per sample.

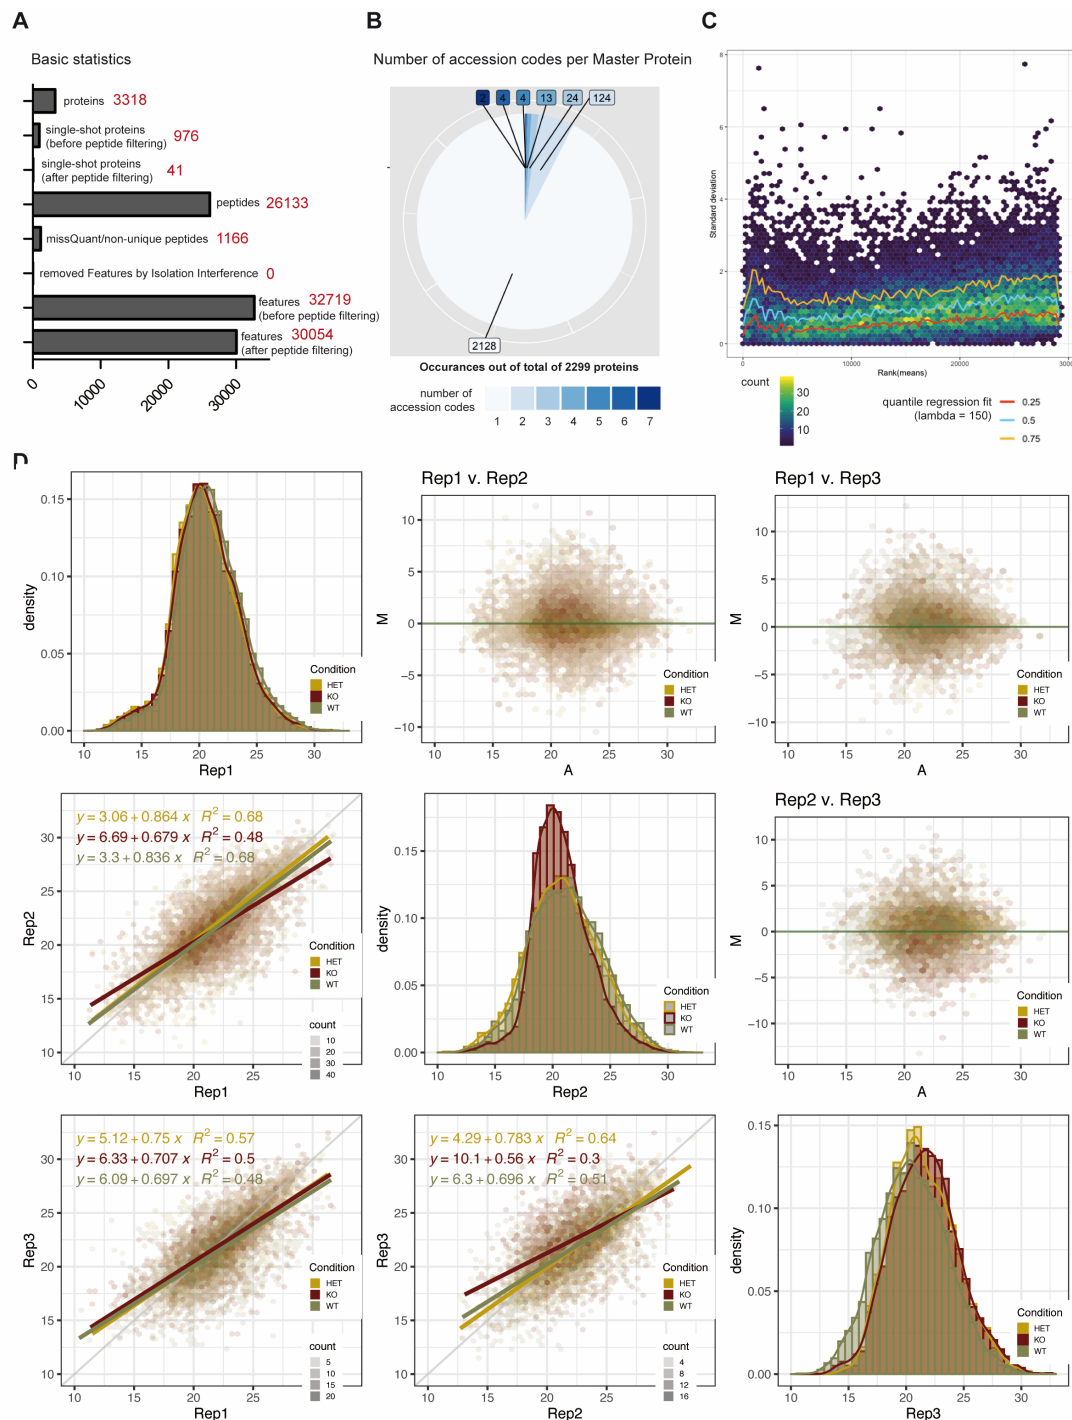

**Figure S2:** Normalization and quality controls of MS data. (A) Basic statistics on the number of identified features, peptides and proteins (before and after peptide filtering). (B) Number of accession codes per master protein for 2299 proteins considered for label-free quantification. (C) Calibration of data using Variance Stabilizing Normalization (VSN) method. Data are  $\log_2$  transformed to achieve variance stabilization. The hexagon plot depicts standard deviation versus rank of the mean. Count represents the number of data point falling into an hexagon. Lambda is an arbitrary factor to smooth quantile regression lines. (D) Normalization results for each replicate and condition are shown in diagonal. Scatter plots after normalization (bottom left) show a nice correlation among replicates. MA plots (upper right) display no systematic bias within the datasets.

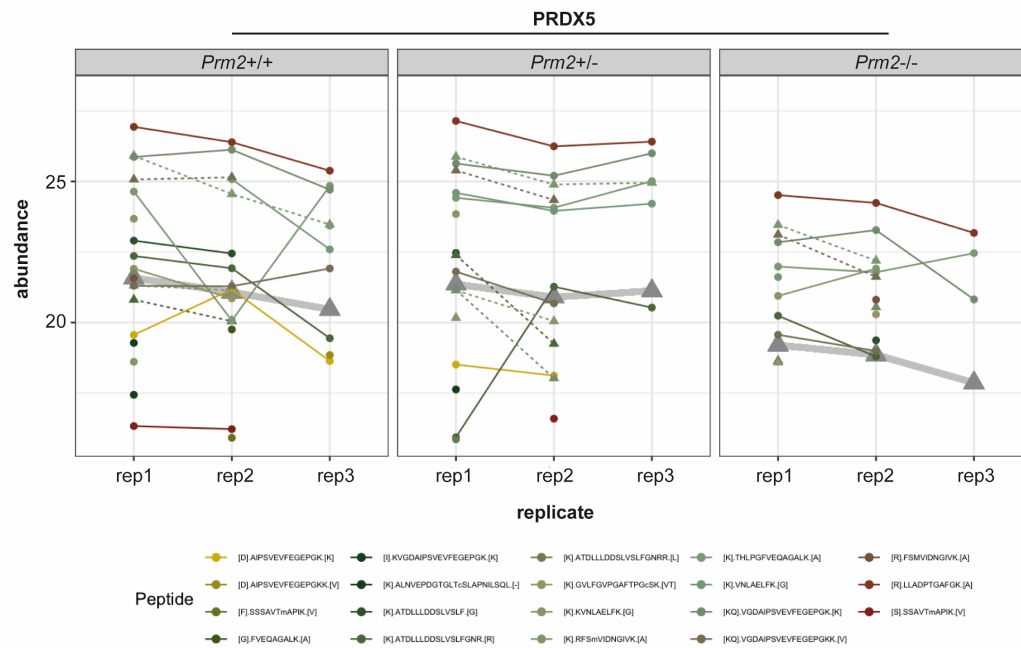

**Figure S3:** Profile Plot PRDX5. Relative abundance of identified PRDX5 peptides within each replicate of *Prm2*<sup>+/+</sup>, *Prm2*<sup>+/-</sup> and *Prm2*<sup>-/-</sup> sperm retrieved from MS measurements by label-free quantification. Thickened grey lines resemble the abundance of the whole protein calculated by Tukey's median polish.

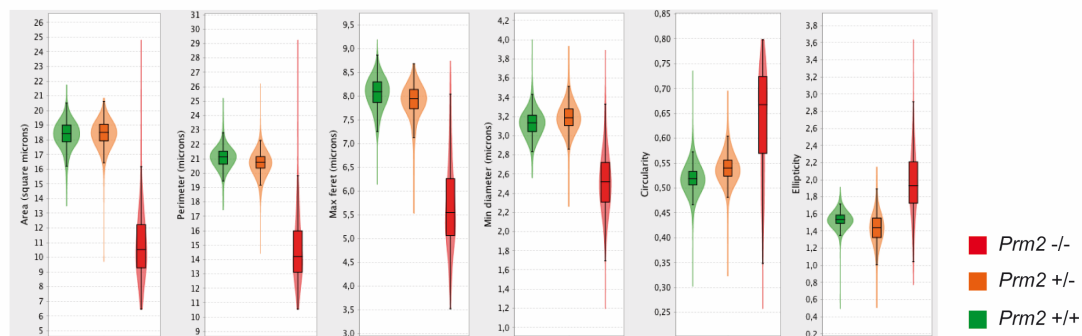

**Figure S4:** *Prm2*-deficient epididymal sperm display a decreased head size. Violin plots displaying the head parameters area ( $\mu\text{m}^2$ ), perimeter ( $\mu\text{m}$ ), head length ( $\mu\text{m}$ ), head width ( $\mu\text{m}$ ), ellipticity and circularity. At least 420 individual sperm heads were evaluated per genotype. Plots are retrieved from the ImageJ plugin “Nuclear morphology analysis” [43].

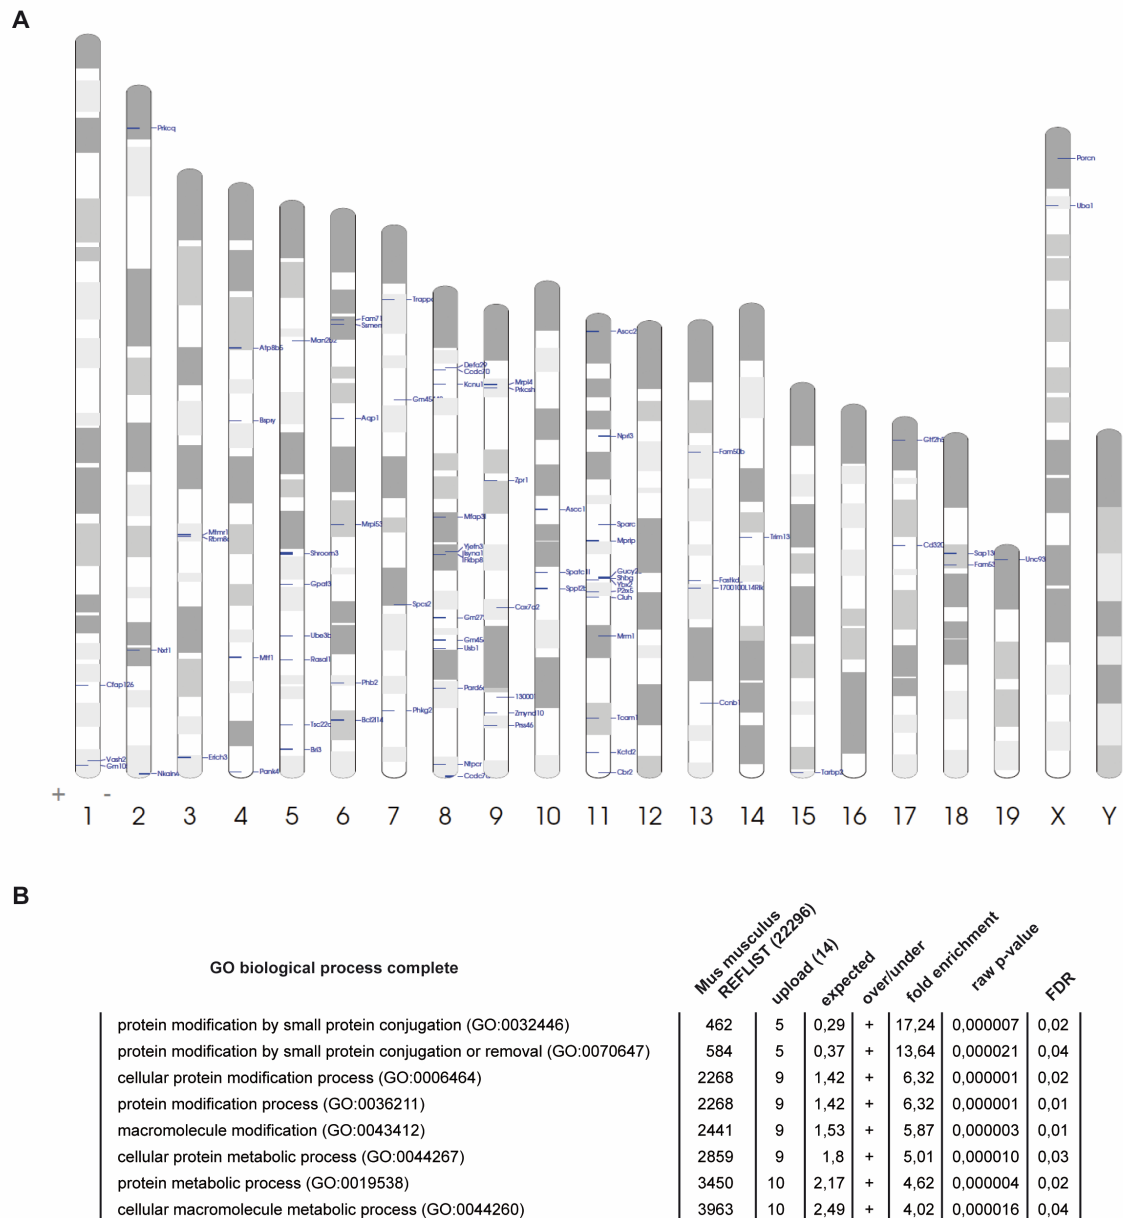

**Figure S5:** Analyses on DE genes identified by RNAseq of *Prm2*-deficient testes. (A) Idiogram showing the chromosomal localization of genes differentially upregulated in *Prm2*-deficient testes. Generated with Idiographica version 2.4 ([www.rtools.cbrc.jp/idiographica/](http://www.rtools.cbrc.jp/idiographica/)) [91]. (B) Gene ontology analysis for enrichment of biological processes in the set of genes differentially downregulated in *Prm2*-deficient testes.

How the deposited data were processed for this re-analysis (not part of the article)

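Testis RNA of 3 Prm2+/+, 3 Prm2+/− and 3 Prm2−/− males was analysed from the deposited table of normalized counts. The other experiments of the article were not analysed here.

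According to the paper, the authors mapped the reads to GRCm38 with HISAT2, quantified transcripts with StringTie, prepared gene-level counts with the script of the StringTie package, removed pseudogenes by their annotation and tested with DESeq2. The deposited values are a signal, namely normalized counts, which the authors made by dividing each sample's counts by 1 size factor. All values (100%) were whole multiples of 1 step per sample. For replicate 1 of Prm2+/− the step lies so near 1 that this is a weaker sign than for the other libraries. The size factors computed by DESeq2 from the recovered counts differed from those of the deposited table by less than 0.1% in each library. Of the 38685 genes and loci of the table, 38520 (99.6%) were matched to GENCODE release M21, which uses GRCm38 and supplied the positions, and 0 columns lacked a sample. The type column of the table named 0 pseudogenes and gave no type for 218 entries, and GENCODE M21 names 1 entry as a pseudogene, which was kept.

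The recovered counts per sample were between 3629929 and 4490411. A gene with 0 counts in a library is compatible with up to 3 counts of expectation, so a fold change against a group at 0 is given as a lower bound against 3 counts.

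The test written before the data were examined was edgeR's quasi-likelihood test on counts. Since the values turned out to be normalized signal, limma (lmFit and eBayes with trend) on log2 of the value plus 1 was used for the results, and edgeR is given as an alternative. Genes were kept by filterByExpr with the genotypes, which left 14893. All 9 samples entered each fit, with genotype as the only term, and calls needed a Benjamini-Hochberg adjusted p under 0.05 and an LFC beyond 0.5. PCA and the list tests used log2 CPM with TMM factors and a prior count of 2, as written before the data were examined. The lists were tested with camera at a preset correlation of 0.01. Chromosomal distribution was tested with 100000 draws. The versions were R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

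The genes named are Prm2, the genes that the paper's text or Figure 6C names for testis RNA, Prm1, Tnp1, Tnp2, Sod1 and Prdx5, members of the lists past the threshold, and the 5 genes with the largest rise and the 5 with the largest fall among the called genes whose Prm2−/− libraries all lay on 1 side of the Prm2+/+ libraries. Only 4 genes fell. Any other gene was named after its values were seen.

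On simulated counts for the same 14893 genes, with 200 genes changed, limma recovered 32.5% with 2 false calls, edgeR 33% with 1 and DESeq2 35% with 7. None of them made a call (0) between unchanged groups. These counts were drawn without steps by library, so they do not give the rate of false calls in the data. There, splits that mixed the Prm2−/− and Prm2+/+ libraries gave up to 10 calls in limma with 9 samples. In DESeq2 with the 6 samples compared they gave up to 59. In a simulation of 300 genes set to a high or a low level by library, 79.7% were found. Camera picked out a simulated list of 40 genes with a shift and not an unshifted one.

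The alternatives covered the scaling of the libraries, the pseudocount, the filter on low counts, the samples in the fit, overlapping genes, a replicate block, the tool, and leaving out each sample in turn. Of these, the TMM factors in limma, the pseudocounts of 0.5 and 5 and DESeq2 with only the 6 samples compared were chosen after the data were seen. So was log2 of the deposited value plus 1 for the PCA and the lists. The test by edgeR with TMM factors was the one written beforehand, and only its use on the recovered counts as an alternative was set afterwards. It gave 20 higher and 4 lower genes for Prm2−/− against Prm2+/+. Keeping pseudogenes was not run, since the type column of the table, after the authors' removal, named none. Gene ontology was not analysed here.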

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

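All tests here that split the libraries in other ways were chosen only after the result was seen.

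The paper shows the Prm2+/− libraries in its heatmap and PCA (Figure 6A,B) and reports genes for Prm2−/− against Prm2+/+, and its text gives no genes for the 2 comparisons with Prm2+/−, in which genes were called as well. Between Prm2+/− and Prm2+/+, 9 genes were higher and 3 lower, and 632 had an unadjusted p under 0.05. Without replicate 2 of Prm2+/+ 40 genes were higher, and without replicate 1 of Prm2+/− 17 were lower. Usb1 and Yjefn3 were at least 38.5-fold and 30.3-fold higher in Prm2+/− than in Prm2+/+. U2af1 had 0 counts in the 3 Prm2+/− libraries and at least 201 in each of the other 6, and Zmat5 had 0 in Prm2+/− and at least 56. The last pair was named after their values were seen. Each of these 4 genes took 1 of 2 levels in whole libraries, a pattern found for 755 genes in all, of which most do not follow genotype. Of the 10 splits of the 6 Prm2+/− and Prm2+/+ libraries, 4 gave as many calls as the genotypes. The most calls in another split were 20, against 12 for the genotypes, so that these 12 calls cannot be told apart from a split of the libraries unrelated to genotype.

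Between Prm2−/− and Prm2+/−, 22 genes were higher and 4 lower, and 810 had an unadjusted p under 0.05. Without replicate 1 of Prm2+/− 44 genes were higher, and without replicate 1 of Prm2−/− 16 were higher and 10 lower. The genotypes gave the most calls of the 10 splits (1 of 10), with 26 calls against 10 in the next split, and 52 against 18 in limma with only the 6 samples compared. For Prm2−/− against Prm2+/+, 1 of the 10 splits gave as many calls as the genotypes, with 27 calls against 10 in the next split in limma and 166 against 59 in DESeq2 with the 6 samples compared (1 of 10). Since 10 splits cannot give a share under 0.1, these shares alone decide nothing. When 3 of the 9 libraries were set against the other 6, the Prm2−/− libraries gave 22 calls, more than any other of the 84 choices (1 of 84). The next was 17 calls for replicates 2 and 3 of Prm2+/+ with replicate 1 of Prm2+/−. A grouping unrelated to genotype is thus unlikely to be the whole source of the calls that set Prm2−/− apart, although other groupings gave calls as well.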

How the results depend on the processing

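The TMM factors in limma, the pseudocounts of 0.5 and 5 and the DESeq2 fits to 6 samples, with or without shrunken fold changes, were chosen after the results had been seen. So were the alternatives named here as added and the tests on other values than those written before the data were examined. The use of edgeR with TMM factors on the recovered counts was also set then, although that test had been written beforehand.

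For Prm2−/− against Prm2+/+, 23 genes were higher and 4 lower in limma. Higher and lower counts were 8 and 1 with at least 10 counts in every sample, 44 and 6 with only the 6 samples compared and 102 and 36 with DESeq2. Leaving out overlapping genes gave 14 higher, and a count above 0 as the only filter gave 8 lower. The added alternatives gave 128 and 38 with DESeq2 on the 6 samples compared, and 109 and 29 with shrunken fold changes on them. Across the 9 fits that each left out a sample, 20 to 60 genes were higher (60 without replicate 2 of Prm2+/+) and 2 to 12 lower (12 without replicate 1 of Prm2−/−).

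For Prm2+/− against Prm2+/+, 9 were higher and 3 lower. The counts were 1 and 0 with at least 10 counts in every sample (503 genes with an unadjusted p under 0.05), 5 and 6 with only the 6 samples compared, 33 and 33 with DESeq2, 34 and 28 with DESeq2 on the 6 samples compared and 21 and 17 with shrunken fold changes on them. Leaving out overlapping genes gave 4 higher, and a count above 0 as the only filter gave 8 lower. The fits without a sample gave 6 to 40 higher and 3 to 17 lower.

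For Prm2−/− against Prm2+/−, 22 were higher and 4 lower. The counts were 10 and 1 with at least 10 counts in every sample, 45 and 7 with only the 6 samples compared, 89 and 24 with DESeq2, 130 and 31 with DESeq2 on the 6 samples compared and 99 and 21 with shrunken fold changes on them. A count above 0 as the only filter gave 9 lower. The fits without a sample gave 16 to 44 higher and 5 to 10 lower.

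With the replicate number as a block, the replicate block gave 14 higher and 1 lower for Prm2−/− against Prm2+/+, 3 and 3 for Prm2+/− against Prm2+/+, and 12 and 2 for Prm2−/− against Prm2+/−. The numbers do not pair the libraries, since deviations of same-numbered libraries correlated by -0.0365 to 0.0423 across genes, with 0 of 9 pairs over 0.1. Counts with library totals, with TMM factors, with pseudocounts of 0.5 and 5, with LFCs beyond 1 and with the 3 edgeR settings were within 1.5 times those of limma. Filters change the number of genes tested and the fits to 6 samples leave out the spread of the third genotype. For the other changes of counts, the cause was not tested.

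The separation of Prm2−/− (pseudo-F 1.72) was 1.28 with all tested genes and 1.32 to 1.82 without a sample, past the threshold in all but 1 of the latter. The chi-square per chromosome of 23.1 (p = 0.25) was 33.7 (p = 0.0291) with the calls of DESeq2 in the 6 samples compared, an added alternative, and stayed on its side of the threshold in the other alternatives. The cause was not tested.

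Medians near 0 changed sign when 1 sample was left out. The LFC of Prm1 was -0.0795 to 0.0551 in these fits, positive without replicate 1 of Prm2+/+ or of Prm2−/−, and that of Sod1 was -0.0348 to 0.0749, negative without replicate 2 of Prm2+/+ or replicate 3 of Prm2−/−. List medians across these fits were -0.149 to 0.0479 for spermatocytes, -0.0163 to 0.0666 for elongating spermatids, -0.114 to 0.404 for blood, -0.0137 to 0.0541 for proteins lower in sperm, -0.064 to 0.0418 for round spermatids, -0.0218 to 0.378 for macrophages and -0.0018 to 0.128 for spermatogonia. No list had an adjusted p under 0.05 under any alternative. Over the 24 named genes, 34 other changes were weaker and 27 stronger among 584 values, and 519 kept direction and side.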

Differences from the paper's values

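The alternative with shrunken fold changes, the DESeq2 fits to 6 samples and the pseudocount of 5 were chosen after the values had been seen. The test by edgeR with TMM factors was written beforehand, and its use on the recovered counts was set afterwards. All other alternatives named here were set before the data were examined unless stated.

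The paper reports 81 upregulated and 13 downregulated genes between Prm2−/− and Prm2+/+, and limma gave 23 and 4. Of the alternatives set before the data were examined, DESeq2 (102 higher) and the fit without replicate 2 of Prm2+/+ (60 higher) came within 1.5 times the paper's 81, and the fits without replicate 1 of Prm2+/+ (10 lower), replicate 1 of Prm2−/− (12 lower) and replicate 3 of Prm2−/− (9 lower) came within 1.5 times the paper's 13, while the others did not. DESeq2 with shrunken fold changes on the 6 samples compared, chosen after seeing the values, gave 109 higher and 29 lower genes. No alternative brought both counts within that range.

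The paper states that each sample gave more than 10 M reads. The lowest total of recovered counts was 3.63 M, and the alternatives do not change it. The totals are counts assigned to genes and derived from coverage, so that they and the sequenced reads are not on one scale.

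LFCs in Figure 6C, read by eye, were compared with those of limma. Fam71f2 had an LFC of 5.27 in limma, against the paper's, about 4.7 in Fig. 6C. Cfap126 had an LFC of 4.74 in limma, against the paper's, about 4.3 in Fig. 6C. Zmynd10 had an LFC of 5.10 in limma, against the paper's, about 4.4 in Fig. 6C. Art1 had an LFC of -4.24 in limma, against the paper's, about -2.9 in Fig. 6C. Trim24 had an LFC of -4.20 in limma, against the paper's, about -2.5 in Fig. 6C. None of the alternatives set before the data were examined closed these gaps. With a pseudocount of 5, an alternative chosen after seeing the values, Art1 was -3.32 and came within the error. With DESeq2 and shrunken fold changes on the 6 samples compared, also chosen after seeing the values, the LFCs were 4.72, 4.29, 4.44, -2.85 and -2.46, each within the error of the paper's.

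The paper names Ybx2 as upregulated. In limma with 9 samples its adjusted p was 0.355. With only the 6 samples compared, set before the data were examined, it was 0.000635, and with DESeq2 on those samples, chosen after seeing the values, it was 5.77e-150. Bspry, Dyrk1b, Ube2f, Hdac2 and Art1, which Figure 6C labels, were likewise called in limma with only the 6 samples and not with 9. DESeq2 with 9 samples called Ube2f, Hdac2 and Art1. For Ybx2, Bspry and Dyrk1b it gave no adjusted p, so their absence from its calls is no negative test. Of the 46 gene names read from Figure 6A, limma called 20 with 9 samples and 41 with 6, edgeR called 17, and DESeq2 called 34 with 9 samples and 46 with 6.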

Other observations

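All tests here except those of GC content, of transcript length and of library totals were chosen only after the result was seen.

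Many genes took 1 of 2 levels in whole libraries. A gene was counted where a gap of at least 2 on the log2 scale parted the libraries, all other gaps were under 1 and the upper level was at least 50 normalized counts. There were 755 such genes, and 372 of them parted 2 to 7 libraries from the rest, in 212 different ways. They include 13 of the 27 genes called between Prm2−/− and Prm2+/+, 48 of the 138 called by DESeq2 with 9 samples and 29 of the 46 read from Figure 6A. A step of this size also favours a call, so these shares are no sign that the calls have a separate source. Counts simulated from each gene's mean, with the spread typical of genes at that mean, gave 5 such genes. This argues against counting noise of that spread as the source. A larger spread of single genes was not simulated and is not excluded. Of these genes 54.3% overlap another annotated gene, against 56.0% of genes of equal expression (permutation p = 0.36). This argues against overlap in the annotation as the only source. Overlap between the loci as assembled for counting was not tested. Pairs 1 to 5 Mb apart shared a split in 0% of 330 pairs, against 0.818% on different chromosomes, which argues against variants shared over long stretches of a chromosome, while 7 of 195 pairs under 1 Mb apart shared one (3.59%). Median GC content was 2.11 percentage points above that of genes of equal expression (permutation p = 0.0001, the smallest these draws can give), less than the 5 points set before the test, so that GC content differs slightly and is not shown to be the source. Their median transcript length was 0.929 times that of genes of equal expression (permutation p = 0.02).

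Reads that move to a neighbouring gene are a candidate source for a small part of these genes. A gene within 50 kb moved the other way for 36 genes, against 28.3 on average in permuted libraries, and 4 of 100 permutations gave as many. This result is borderline. A gene within 50 kb moved the same way for 38 genes, so moves the other way were not the more common kind. The 38 were not set against permuted libraries. The 36 are 4.78% of the 754 genes with a position, and only their excess over the permuted mean would need this source. Of the called genes, 13 are among the genes at a high or a low level in whole libraries. None (0) of these 13 has a gene within 50 kb that moved the other way, and the other called genes were not examined for one. For the rest of the 754 genes, a change per library in transcript assembly or read assignment could not be tested. Reads and alignments were not analysed here. Biological sources were not tested either.

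Among the genes at 2 levels, 11 parted the 3 Prm2−/− libraries from the other 6, 9 of them high and 2 low. No other choice of 3 of the 9 libraries parted as many (1 of 84), and the next parted 6. Coincidence of steps unrelated to genotype is thus unlikely to be the whole source of these 11 (1 of 84 choices), which may follow the genotype or whatever else the Prm2−/− libraries share. The Prm2+/− libraries alone were parted by 5 genes and the Prm2+/+ libraries alone by 2.

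Replicate 3 of Prm2+/+ was low alone for 169 genes, against 11 to 24 in each other library. It had 3629929 recovered counts. Replicate 2 of Prm2+/+, with 3677447, was low alone for 12 genes, so that depth is unlikely to be the source. The medians of the cell type and other lists in this library lay between -0.235 and 0.43 on the log2 scale relative to the other 2 Prm2+/+ libraries. This is far less than the step of 2, which argues against a loss of that size in a listed cell type. Smaller shifts in the mixture are not excluded, with medians of 0.368 for round spermatids, 0.309 for elongating spermatids and -0.178 for spermatocytes. Median GC content of these genes differed by -0.0152 percentage points (permutation p = 0.98). Their transcripts were shorter, at 0.795 times the median length of genes of equal expression (permutation p = 0.0024), and this was not followed further.

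Technical sources of the calls between Prm2−/− and Prm2+/+ were examined as well. With library totals in place of the authors' size factors, 22 genes were higher, but the totals are nearly proportional to the size factors, with a ratio that varied by 1.03 times at most, so that this does not test the scaling. With no size factor at all, 24 genes were higher, but the LFCs changed by a median of only 0.07, so that this count does not test the scaling either. Among the called genes the largest change was 0.0712, while their smallest LFC was 1.01 in size, which argues against the size factors as the source of their fold changes. With TMM factors, 23 genes were higher and 4 lower, the same counts as with the authors' size factors. Whether factors other than those run would change the number of calls stays open. The called genes had a median GC content 3.46 percentage points higher than genes of equal expression (permutation p = 0.038), less than the 5 points set before the test, and a median transcript length of 0.833 times theirs (permutation p = 0.31). A small part of GC content in the calls is not excluded. None (0) of the genes called by limma lay within 20 Mb of Prm2, which argues against variants linked to the targeted gene as the source of these calls. DESeq2 with 9 samples called 2 higher genes on chromosome 16, which carries Prm2. The calls of DESeq2 were not examined for their distance from Prm2, so linked variants stay open for them.

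For the 12 lists, other splits of the 6 Prm2−/− and Prm2+/+ libraries gave as small a p in 6 of 10 splits for ROS scavengers, 7 for proteins lower in sperm, 6 for spermatogonia, 8 for spermatocytes, 10 for round spermatids, 9 for elongating spermatids, 4 for Sertoli cells, 5 for Leydig cells, 4 for macrophages, 6 for blood, 2 for peritubular cells and 5 for epididymis, the genotypes included. Median LFCs not given elsewhere were 0.16 for Sertoli cells, 0.18 for Leydig cells, 0.22 for macrophages, 0.11 for blood and -0.25 for epididymis, of which 2 genes were tested.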
